# The coupling of transcriptome and proteome adaptation during development and heat stress response of tomato pollen

**DOI:** 10.1186/s12864-018-4824-5

**Published:** 2018-06-08

**Authors:** Mario Keller, SPOT-ITN Consortium, Kamila Lucia Bokszczanin, Hamed Bostan, Arnoud Bovy, Palak Chaturvedi, Yuanyuan Chen, Maria Luisa Chiusano, Nurit Firon, Sotirios Fragkostefanakis, Rina Iannacone, Sridharan Jegadeesan, Hanjing Li, Celestina Mariani, Dominik Marko, Anida Mesihovic, Florian Müller, Puneet Paul, Marine Paupiere, Ivo Rieu, Klaus Dieter Scharf, Enrico Schleiff, Wolfram Weckwerth, Peter Winter, Wim Vriezen, Stefan Simm

**Keywords:** Transcriptomics, Proteomics, Pollen development, Heat stress

## Abstract

**Background:**

Pollen development is central for plant reproduction and is assisted by changes of the transcriptome and proteome. At the same time, pollen development and viability is largely sensitive to stress, particularly to elevated temperatures. The transcriptomic and proteomic changes during pollen development and of different stages in response to elevated temperature was targeted to define the underlying molecular principles.

**Results:**

The analysis of the transcriptome and proteome of *Solanum lycopersicum* pollen at tetrad, post-meiotic and mature stage before and after heat stress yielded a decline of the transcriptome but an increase of the proteome size throughout pollen development. Comparison of the transcriptome and proteome led to the discovery of two modes defined as direct and delayed translation. Here, genes of distinct functional processes are under the control of direct and delayed translation. The response of pollen to elevated temperature occurs rather at proteome, but not as drastic at the transcriptome level. Heat shock proteins, proteasome subunits, ribosomal proteins and eukaryotic initiation factors are most affected. On the example of heat shock proteins we demonstrate a decoupling of transcript and protein levels as well as a distinct regulation between the developmental stages.

**Conclusions:**

The transcriptome and proteome of developing pollen undergo drastic changes in composition and quantity. Changes at the proteome level are a result of two modes assigned as direct and delayed translation. The response of pollen to elevated temperature is mainly regulated at the proteome level, whereby proteins related to synthesis and degradation of proteins are most responsive and might play a central role in the heat stress response of pollen.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4824-5) contains supplementary material, which is available to authorized users.

## Background

Pollen, the male gametophyte, has served as model system for analyzing cell growth and development in a variety of plant species including *Arabidopsis thaliana* [1–3] and *Oryza sativa* [4, 5]. The development of pollen can be divided into two phases, namely microsporogenesis and microgametogenesis. First, the diploid pollen mother cell, also known as microsporocyte, undergoes meiotic division to give rise to a tetrad of four haploid microspores. After release of the post-meiotic microspores from the tetrad, each of them undergoes an asymmetric mitotic division to form a mature bicellular pollen [6, 7]. The analysis of the developmental stages of pollen has mainly been conducted at the transcriptome level. To date, for *A. thaliana* it is estimated that up to 7235 genes are expressed in mature pollen, while in earlier developmental stages like uninucleate microspores the number of expressed genes is with 11,565 far higher [8]. Genes expressed in mature pollen were shown to be enriched for specific processes including signaling, cell wall metabolism and cytoskeleton but underrepresented for energy metabolism, transport, transcription and translation [8]. In addition to transcriptome analyses, there is also a need for proteomic studies to obtain a more complete picture about active processes and their regulation at transcriptome and proteome level. In the last decade extensive proteomic studies within the Solanaceae family and in particular in tomato (*Solanum lycopersicum*) have been conducted [9]. One of these studies was focused on the proteomic profiling of five pollen developmental stages of tomato, namely microsporocyte, tetrads, microspores, polarized microspores and mature pollen [10]. The authors were able to identify 345 proteins in the diploid microsporocyte, whereas in the four haploid stages a higher number of proteins was detected. The number of detected proteins increased from 655 proteins in tetrads to 1337 proteins in the polarized microspore followed by a slight decrease to 1104 proteins in mature pollen. Further, proteins with increased levels in specific developmental stages were identified and linked to processes required at a certain time during pollen development. Multi-omics studies that analyzed transcriptomic and proteomic data in pollen highlighted differences between both levels [11–14]. For example the proteome content of mature pollen is enriched for proteins associated with carbohydrate and energy metabolism, which was not apparent in the transcriptome [11].

Next to differences in transcriptome and proteome content, the developmental stages differ in their sensitivity to abiotic stresses [15]. In particular, heat stress (HS) has a strong impact and may lead to reduced pollen viability and germination [16]. The highest sensitivity of pollen occurs between meiosis and the first mitosis, whereas later developmental stages are more tolerant to high temperature [17]. At the molecular level, HS leads to denaturation and aggregation of proteins, which impairs important functional processes [18]. To maintain protein homeostasis during HS, specific heat shock proteins (Hsps) are synthesized and accumulate in the cytosol and organelles. Hsps are classified according to their molecular weight into seven families: Hsp100, Hsp90, Hsp70, Hsp60, Hsp40, small Hsp (sHsp) and Hsp10 [19–21]. In plants the different Hsp families comprise multiple members, whereby some are heat-inducible and others constitutively expressed [22]. Expression of Hsps is mainly controlled by HS transcription factors (Hsfs), which induce transcription of HS-inducible genes by binding of heat shock elements located upstream of the transcription start site [23, 24]. An accumulation of Hsps upon HS was also described for early developmental stages of pollen, whereas later stages like mature or germinating pollen lack most of the general HS induced Hsps [17, 25–28]. Further, it was shown that Hsps also accumulate in early developmental stages of non-stressed pollen, indicating a developmental priming to protect stages ranging from microsporocyte to early microspores against abiotic stresses [10, 29, 30]. Beside the importance of Hsps it could be shown that a complex network of HS related proteins of different functions is involved to keep up the homeostasis of the cell [19].

The aim of this study was to characterize the pollen proteome along the course of development as well as the analysis of protein level changes in developing pollen under elevated temperature. We set a focus on the proteome as it provides direct information about enzymatic and regulatory activity. Further, we extended our analysis by transcriptomic data for a better understanding of the relationship between transcriptome and proteome. In detail, we performed a combination of high throughput transcriptome and proteome profiling for three developmental pollen stages of tomato under HS and control (CO) conditions. Comparison of transcriptome and proteome levels enabled the identification of two translational modes active in developing pollen. One leads to a direct translation of transcripts, whereas the other one includes the storage of transcripts until translation in a later stage (delayed translation). Both modes show a prioritization of certain cellular processes. Further, we were able to show that under HS a high number of proteins undergo drastic changes in their abundance, whereas in the transcriptome only a small number of transcripts was affected. A final analysis of Hsp families revealed strong differences in their regulation at the transcriptome and proteome level as well as between developmental stages.

## Results

### Transcriptome and proteome analysis in developmental stages of pollen under CO and HS

Male gametophyte development is characterized by massive transcriptome and proteome changes required for the successful generation of mature haploid pollen from diploid microsporocytes. High temperatures affect both transcriptome and proteome landscape. To get a detailed picture of such alterations, we analyzed the transcriptome and proteome of pollen from different developmental stages from tomato plants (cv. Red Setter) either kept at 25 °C as control or exposed to 1 h at 38 °C and then allowed to recover for 1.5 h at 25 °C. Pollen was isolated at tetrad, post-meiotic and mature stage. Red Setter is considered as HS sensitive cultivar regarding pollen thermotolerance [31]. Further, Red Setter has been used for the generation of a TILLING population, allowing the selection of mutants for interesting candidate genes from transcriptomic and proteomic analyses [32]. The chosen treatment temperature is within the optimum temperature range (37 to 40 °C) to induce the tomato HS response such as accumulation of Hsps [33].

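Transcript levels were measured in 12 MACE libraries, with 2 biological replicates for each of the 6 combinations of developmental stage and condition. Tetrads were taken from buds of 4 to 6 mm, post-meiotic pollen from buds of 6 to 8 mm and mature pollen from buds of 10 mm or longer. The plants, of the cultivar Red Setter, stayed at 25 °C (CO) or were heated to 38 °C for 1 h and recovered for 1.5 h at 25 °C (HS). MACE captures the cDNA fragment beside the poly(A) tail, so that counts were not divided by gene length. The authors removed PCR copies with the TrueQuant technology, aligned the reads to the ITAG2.4 genome of the cultivar Heinz and counted them on the annotated genes with htseq-count. Between 2009779 and 4767760 reads per library were counted on genes, with a median of 3409030. Replicates 1 and 2 of tetrads held 2126327 and 2381630 counted reads under CO and 3460532 and 3218575 under HS. For post-meiotic pollen they held 4322607 and 4767760 counted reads under CO and 4433637 and 3885130 under HS, and for mature pollen 4426158 and 3357528 under CO and 2009779 and 2758417 under HS. These were 65.3% to 70.4% of the aligned reads of a library. The authors' TPM of a gene is its count as a share of the aligned reads of the library, on the TPM scale and without gene length. In their table values under 5 TPM are set to 0, and these were computed again from the counts here. A level of 5 TPM stood for 14.6 to 34.4 reads. Where no read was counted, the level was at most that of 3 reads, which is 0.436 to 1.03 TPM depending on the library, and this limit covers counting error only. A group with at most 3 reads in each library was set to that level too. Where such a group had reads, a fold given as at least a value is measured against 3 reads. It is then no limit for the counting error. The replicates of each group differed by more than sampling noise, with a chi-square per degree of freedom of 2.36 to 16.6. Levels are given as the mean ± SD of the 2 replicates. Differences between groups were tested on the counts with limma voom in 1 fit of the 12 libraries with 6 groups, after scaling with TMM factors, on the 16622 genes with enough reads, and p-values were adjusted over these genes by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 are called higher or lower. Because the paper's text does not name the strand setting of the counting, the counts of overlapping genes are uncertain, as are those of near-identical copies.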

We constructed transcriptome libraries based on the massive analysis of cDNA ends (MACE; [34]) technique and proteome libraries based on liquid chromatography tandem-mass spectrometry (LC-MS/MS). Read counts obtained from the MACE libraries were normalized for differing sequencing depth leading to the measure of transcripts per million (TPM). To ensure that a gene is actually detected at the transcriptome level, we defined a threshold based on transcripts of 16 genes encoding for proteins of the light-harvesting complex. This method was recently established for transcriptomic data of pollen and is based on the assumption that these transcripts are not supposed to be detected due to the absence of chloroplasts in pollen [35]. We observed a maximal TPM value of 4.3 for these transcripts and consequently set a threshold of 5 TPM for a transcript to be considered as detected (Additional file 1: Figure S1). To define the protein abundance, the mass spectra obtained from the LC-MS/MS were quantified using label-free quantification (LFQ) intensities via the MaxQuant software package [36], whereby some of the proteins were grouped (protein groups).

The transcriptome decreases from tetrads to mature pollen (Table 1; Additional file 2: Table S1). While in tetrads around 11,000 transcripts were detected, the number of detectable transcripts in post-meiotic and mature pollen decreased by up to 50% (~ 9000 post-meiotic; ~ 5000 mature). 

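With the paper's criterion of 5 TPM in both replicates, 11168 transcripts were detected in tetrads under CO and 11125 under HS. In post-meiotic pollen 8678 and 9403 were detected and in mature pollen 5559 and 5293. Counted in each library on its own, tetrads had 11858 ± 193 transcripts at 5 TPM or more (SD, n = 4 libraries of CO and HS together), post-meiotic pollen had 9607 ± 545 and mature pollen 5767 ± 138. The difference between tetrads and post-meiotic pollen was 2251 transcripts, and every tetrad library had more than every post-meiotic library (exact 2-sided permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The difference between post-meiotic and mature pollen was 3839.8 transcripts, again without overlap (p = 0.0286, exact permutation test). At 1 TPM, 9492 transcripts under CO and 9295 under HS were detected in mature pollen. With TMM factors the differences between the stages were 621.75 and 970.5 transcripts, again without overlap.

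**Figure D1:**
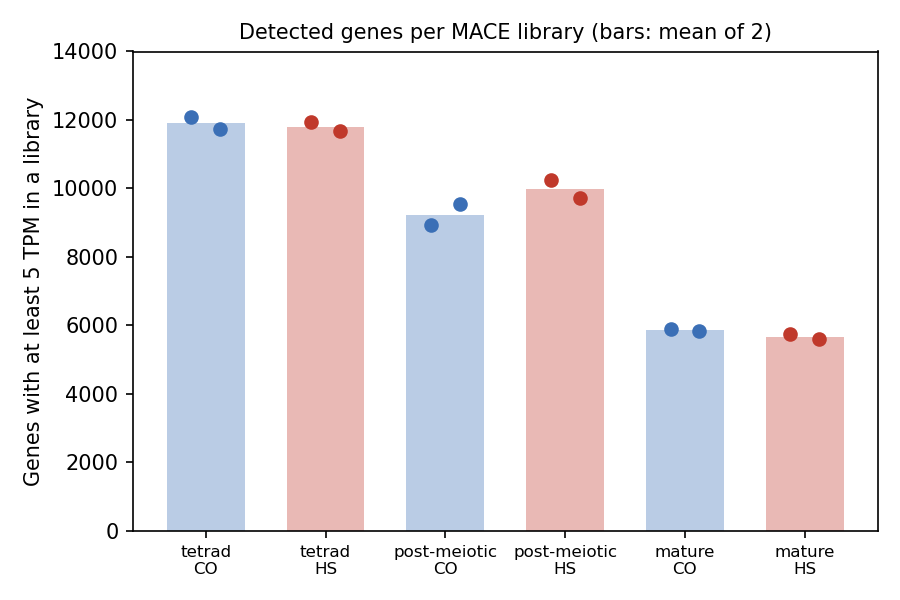
Number of transcripts at 5 TPM or more in each library, by developmental stage and condition (blue, CO; red, HS). Bars are the mean of the 2 replicates and points are the libraries, which lie between 11668 and 12087 for tetrads, 8917 and 10238 for post-meiotic pollen and 5588 and 5901 for mature pollen.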

For the proteome we observed an opposite effect. Here, we determined around 700 protein groups in mature pollen, while the number declined to ~ 550 in post-meiotic pollen and ~ 400 protein groups in tetrads.

**Table 1:** Number of detected transcripts and protein groups in MACE and LC-MS/MS libraries, respectively

	MACE		LC-MS/MS	
Stage	CO	HS	CO	HS
Tetrad	11,168	11,125	343	450
Post-meiotic	8678	9403	564	560
Mature	5559	5293	722	709

Transcripts and protein groups were marked as detected if they were identified in at least two biological replicates

In total, 12,606 and 12,684 different transcripts were detected across all developmental stages under CO and HS, respectively (Additional file 1: Figure S2A and B). 

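The same union over the 3 stages, 12606 transcripts under CO and 12684 under HS, was obtained from the counts. Under CO, 4538 transcripts (36.0%) were detected at every stage, 3006 in tetrads and post-meiotic pollen but not in mature pollen, and 3512 (27.9%) in tetrads alone. Fewer were specific to later stages under CO, with 605 shared by post-meiotic and mature pollen, 529 in post-meiotic pollen alone and 304 in mature pollen alone. Under HS, 4332 (34.2%) were detected at every stage, 3856 (30.4%) in tetrads and post-meiotic pollen, 2869 (22.6%) in tetrads alone, 666 in post-meiotic pollen alone and 344 in mature pollen alone. A threshold of 1 TPM moved the set shared by the stages most, to 8659 transcripts under CO and 8510 under HS.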

Under CO 4538 (36.0%) and under HS 4332 (34.2%) are common to all stages. (Additional file 1: Figure S2A and B). The total number of detected protein groups across all stages was 957 in CO and 1062 in HS samples, whereby the fraction of common protein groups between the stages was much lower (~ 20%) than the fraction of common transcripts (~ 35%) (Additional file 1: Figure S2C and D).

A principal component analysis (PCA) of the MACE and LC-MS/MS libraries revealed a separation of the developmental stages (Fig. 1). For the MACE libraries principal component 1 (PC1), which accounts for 52.3% of the variance inherent in the data, was already sufficient to separate the developmental stages (Fig. 1a). 

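The PCA was repeated on the TPM values of the 13284 genes detected in at least 1 group, each gene scaled to unit variance. PC1 held 59.0% of the variance. On PC1 the 4 tetrad libraries lay between 104 and 114, the post-meiotic libraries between −27.6 and 31.6 and the mature libraries between −109 and −107, so that the gaps between the stages were wider than the widest stage. When each library was left out in turn, the share of PC1 was 57.1% to 62.0%. Without the scaling to unit variance it was 82.7%.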

PC3 revealed a slight separation of CO and HS libraries for tetrads, whereas a clear separation of CO and HS was not apparent for post-meiotic and mature pollen (Fig. 1a). 

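PC3 held 3.21% of the variance. In tetrads the closest CO and HS libraries were 44.6 units apart on PC3, and replicates differed by at most 12.9 units. In post-meiotic pollen the closest CO and HS libraries were 22.1 units apart, with up to 20.2 units between replicates, and in mature pollen they were 9.77 units apart, with up to 2.62 units between replicates. Without scaling to unit variance, the tetrad gap was 44.5 units and the distance between tetrad replicates 1691 units. On log2(TPM + 1) values the gaps on PC3 were 12.8 units in tetrads, 29.8 in post-meiotic and 38.1 in mature pollen. Replicates there differed by up to 1.46, 12.2 and 6.88 units. With values under 5 TPM set to 0, as in the authors' table, the post-meiotic gap of 16.8 units was below the 18.4 units between replicates, and the mature gap was 6.01 units against 1.62. With all genes that had a read, the gap was 81.6 units in tetrads and 1.34 units in post-meiotic pollen, below the distances of 92.0 and 8.14 units between replicates there. PC3 is a separate axis in each setting. On log2(TPM + 1) values the tetrad gap was wider on PC4, with 38.3 units and up to 4.52 between replicates. The post-meiotic and mature gaps on PC4 were 0.0979 and 20 units. The gaps on PC3 alone thus do not rank the stages. No p-value is given, since an exact permutation test of 2 libraries against 2 cannot reach a p under 0.05.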

For the LC-MS/MS libraries PC1 accounts for only 24.5% of the variance and only separated mature pollen from the other two developmental stages. Here, PC3 includes the information separating tetrads and post-meiotic pollen (Fig. 1b), but not CO and HS conditions. Interestingly, inclusion of PC2 revealed no better separation of the developmental stages for the analysis of both, transcriptome and proteome levels (Additional file 1: Figure S3).

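For the MACE libraries PC2 held 28.6% of the variance. It set post-meiotic pollen, at −105 to −67.5, apart from the other stages, while the tetrad libraries at 30.7 to 55.6 overlapped the mature libraries at 37.7 to 46.0. On log2(TPM + 1) values the overlap was gone, with tetrads at 41.7 to 57.4 and mature pollen at 19.9 to 34.8 on PC2, while without scaling tetrads reached 7102 and mature pollen began at 7153, a small gap beside the 6140 units between tetrad replicates.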

**Fig. 1:**
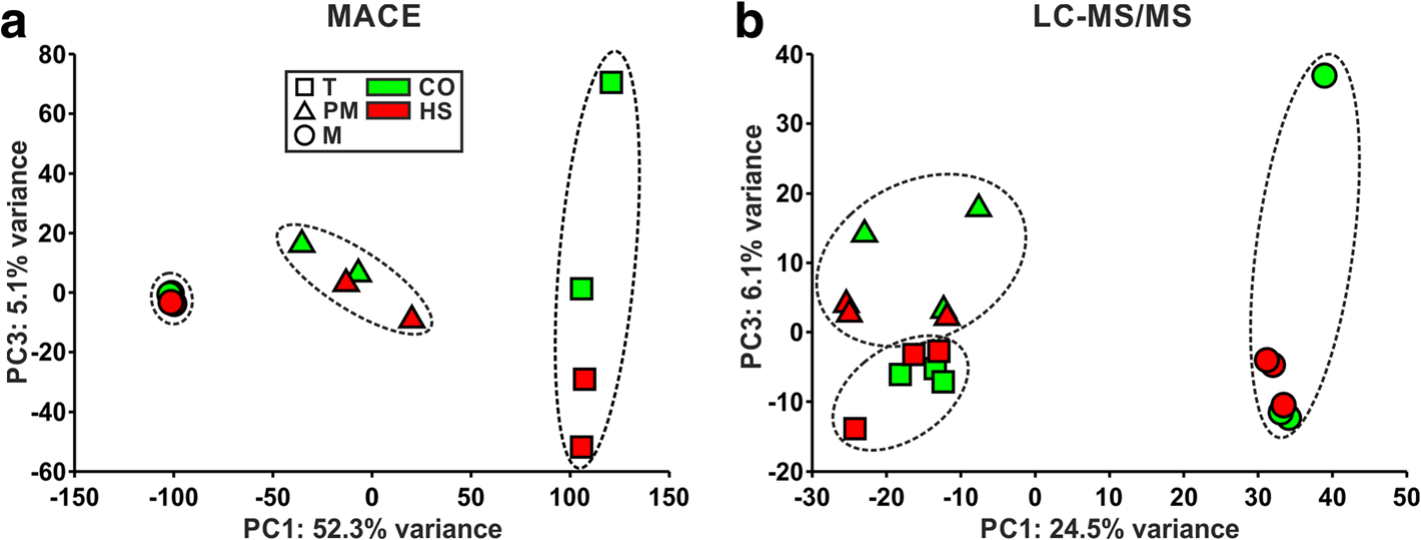
PCA plots of pollen developmental stages under CO and HS. **a** and **b** PCA plots for tomato pollen at tetrad (square), post-meiotic (triangle) and mature stage (circle) under CO (green) and HS (red) based on transcript (**a**, MACE) and protein group levels (**b**, LC-MS/MS). Axes are labeled with the variance explained by the first and third dimension, respectively

### Direct and stage-delayed translation in pollen

We targeted both, the identification of similarities and differences between transcriptome and proteome content within a single developmental stage as well as between the three different developmental stages. For this purpose, we performed k-means clustering (k = 15) for CO samples on the basis of the relative transcript levels (transcript cluster 1–15; Tr1–15) and the relative protein group levels across the three developmental stages (protein cluster 1–15; Pr1–15; Additional file 3: Table S2). Proteins of the same protein group were subsequently treated indepently.

First, we identified developmental stage-increased transcript (Tr1 – Tr6) and protein (Pr1 – Pr6) clusters. Clusters were defined as stage-increased if the respective stage covered two-thirds (0.66) of the relative abundance in the cluster profile. By this procedure we ensured that the transcripts of these clusters had, for the respective stage, at least two times increased transcript or protein levels in comparison to the other two stages. After filtering the content of these clusters for genes detected at both, the transcriptome and proteome level, we identified 229 tetrad (Tr1 and Tr2), 109 post-meiotic (Tr3 and Tr4) and 58 mature (Tr5 and Tr6) increased transcripts as well as 25 tetrad (Pr1), 141 post-meiotic (Pr2 and Pr3) and 520 mature (Pr4, Pr5 and Pr6) increased proteins (Additional file 3: Table S2 highlighted in bold).

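K-means clustering with k = 15 was run again on the relative mean TPM of the 12606 genes detected under CO, with the best of 25 starts. Tetrads held at least 0.66 of the mean profile in 3 clusters with 5534 genes (43.9%), post-meiotic pollen in 2 clusters with 1002 genes (7.95%) and mature pollen in 2 clusters with 857 genes (6.80%). Among the 1340 genes that Table S2 places in proteomic clusters, 299 had a tetrad-increased, 117 a post-meiotic-increased and 58 a mature-increased transcript. The post-meiotic clusters depended most on how undetected groups were treated, and held 356 genes, of which 36 had a protein, when the mean TPM of undetected groups was kept in place of 0. With 10 clusters, 24 genes of the post-meiotic and 24 of the mature clusters had a protein.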

Next, we calculated an overlap matrix, which indicated the number of shared genes between transcript and protein cluster pairs (Additional file 1: Figure S4). Subsequently, we focused on the overlap of genes between the stage-increased transcript clusters and each protein cluster (Fig. 2a circles) as well as between the stage-increased protein clusters and each transcript cluster (Fig. 2b circles). Here, we observed two translational modes. The first implies a ‘direct translation’ (Fig. 2 green circles), which is present when increased transcript levels are accompanied by increased protein levels in the same developmental stage (e.g. overlap T increased with Pr11; Fig. 2a). The second represents a ‘delayed translation’ (Fig. 2 red circles), as the increase of protein levels is postponed by one developmental stage with respect to the increase of transcript levels (e.g. overlap T increased with Pr2; Fig. 2a). Consequently, we divided the stage-increased genes into these two sets with respect to their translational mode for each developmental stage.

**Fig. 2:**
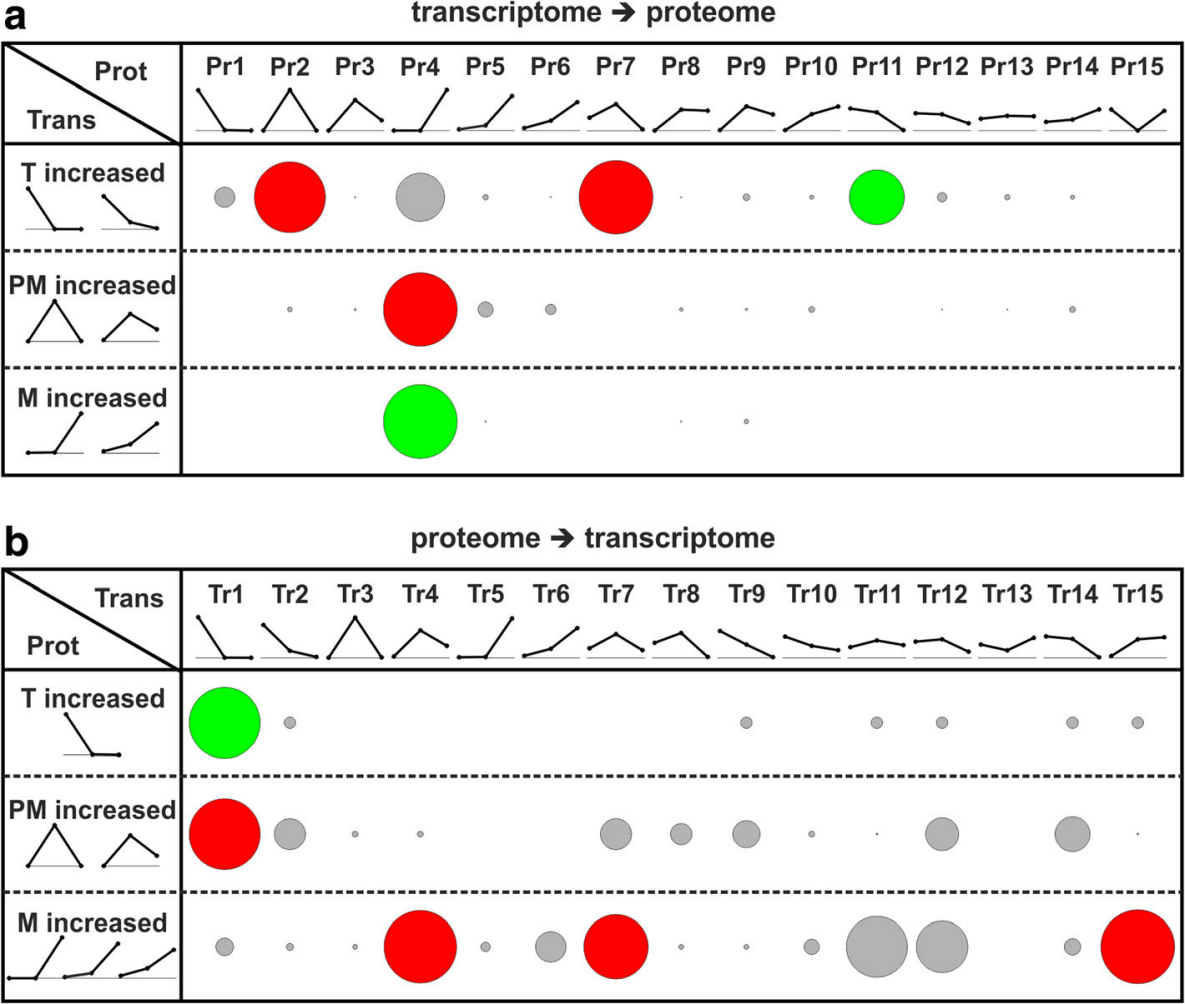
Identification of genes showing direct and delayed translation. **a** Genes showing stage-increased transcript levels in tetrads (T increased), post-meiotic (PM increased) and mature pollen (M increased) were traced in the protein clusters. **b** Genes showing stage-increased protein levels (T increased, PM increased and M increased) were traced in transcript clusters. Circle sizes are proportional to the gene overlap between T, PM and M increased and protein (**a**) or transcript clusters (**b**). For this purpose, the gene overlaps were scaled between 0 (lowest gene overlap) and 1 (highest gene overlap) independently for T, PM and M increased. Further, we defined gene overlaps as showing direct (green circles) or delayed translation (red circles) if they had a scaled value above 0.5. Direct translation was present when increased transcript levels were accompanied by increased protein levels, whereas delayed translation was apparent when the increase of protein levels was postponed by one developmental stage

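Table S4 names 32 genes with direct translation in tetrads, against 54 in the paper's text. Every gene listed there has a functional category, and genes without one are not in the table. All 32 had their highest mean TPM under CO in tetrads, also with CPM and TMM factors. The median over these genes was 127 TPM in tetrads, 10.9 TPM in post-meiotic and 2.41 TPM in mature pollen, and tetrads held a median share of 90.5% of a gene's summed level. The paper chose the genes of Table S4 by their levels in these libraries, so that such values describe the choice and are no independent evidence.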

We observed 54 genes showing direct translation in tetrads, which had tetrad increased transcripts (T increased) and proteins in cluster Pr11 (Fig. 2a) or tetrad increased proteins (T increased) and transcripts in cluster Tr1 (Fig. 2b). 

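For delayed translation in tetrads, Table S4 names 63 genes, where the paper's text counts 108. Each of them was highest in tetrads under CO. Their median was 173 TPM in tetrads, 12.7 TPM in post-meiotic pollen and 1.49 TPM in mature pollen, with a median tetrad share of 87.6%.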

Further, we identified 108 genes with delayed translation in tetrads, which had tetrad increased transcripts (T increased) and proteins in cluster Pr2 or Pr7 (Fig. 2a) or post-meiotic increased proteins (PM increased) and transcripts in cluster Tr1 (Fig. 2b). For post-meiotic pollen we identified no sufficient number of genes with direct translation but 223 genes with delayed translation. These genes had post-meiotic increased transcripts (PM increased) and proteins in cluster Pr4 (Fig. 2a) or mature increased proteins (M increased) and transcripts in cluster Tr4, Tr7 or Tr15 (Fig. 2b). 

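Table S4 names 169 genes with delayed translation in post-meiotic pollen, and the number in the paper's text is 223. Under CO their median level was 21.0 TPM in tetrads, 127 TPM in post-meiotic pollen and 73.9 TPM in mature pollen, and 137 of the 169 were highest in post-meiotic pollen. The median post-meiotic share of the summed level was 56.2%. With replicate 1 or replicate 2 left out, 127 and 147 genes were highest in post-meiotic pollen. Scaling with TMM factors in place of the aligned reads changed this most, and left 37 genes highest at that stage, because it raised all levels in mature pollen relative to post-meiotic pollen.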

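In Table S4, 33 genes are listed with direct translation in mature pollen, and the paper's text gives 53. All 33 reached their highest mean TPM under CO in mature pollen. Their median rose from 11.7 TPM in tetrads to 42.8 TPM in post-meiotic and 185 TPM in mature pollen, which held a median of 73.7% of the summed level.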

For mature pollen we identified 53 genes with direct translation, which had mature increased transcripts (M increased) and proteins in cluster Pr4 (Fig. 2a). Genes with delayed translation in mature pollen are not extractable from our experiment as the mature stage was the last pollen stage inspected. So far, we could show the existence of two translational modes in developing pollen. Of the genes with stage-increased transcript or protein levels 53 and 54 were shown to be directly translated in tetrads and mature pollen, respectively. Further, 108 and 223 genes show delayed translation in tetrads and post-meiotic pollen, respectively.

In the next step, we focused on the question whether the different genes with direct and delayed translation are related to specific cellular functions. For this reason, we assigned functional categories of the eukaryotic orthologous groups (KOG) annotation (Additional file 4: Table S3) to each gene found to be directly or delayed translated during pollen development. Subsequently, we determined the distribution of the genes among the different functional categories (Fig. 3; Additional file 5: Table S4) to identify whether the different genes with direct and delayed translation are related to specific cellular functions.

**Fig. 3:**
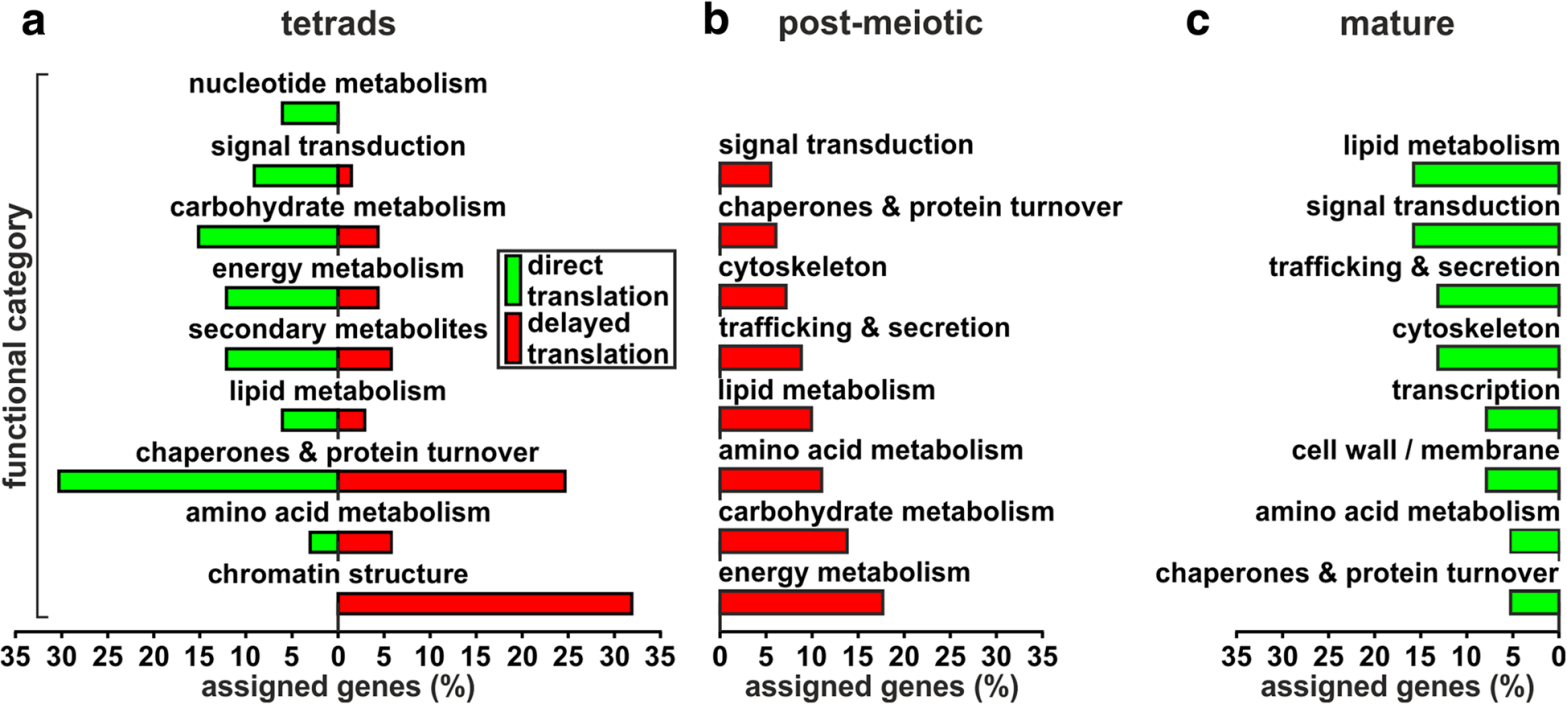
Functional annotation of genes showing direct and delayed translation. Distribution of genes with direct (green) and delayed translation (red) among functional categories for tetrads (**a**), post-meiotic (**b**) and mature pollen (**c**). Genes are considered as directly translated if transcript and protein are increased in the same stage, whereas delayed translation implies that first the transcript is increased and the protein increase is shifted by one stage. All genes assigned to at least one functional category are considered. Genes assigned to several categories are counted in each category. Categories comprising at least 5% of the genes with an assigned function are shown

The majority of the genes with direct translation in tetrads (Fig. 3a**,** green) was assigned to the category of ‘chaperones & protein turnover’ (Additional file 5: Table S4), comprising among others two Hsp90s (Hsp90–4 and Hsp90–3), one Hsp70 (BIP4) and one sHsp (Hsp23.8-MI). 

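Hsp90-4 (Solyc03g007890) fell from 186 ± 14.1 TPM in tetrads under CO to 18 and 38 reads in the post-meiotic libraries, a log2 fold change of −4.78 (standard error 0.47, limma voom, adjusted p = 1.84e-06). For Hsp90-3 (Solyc06g036290) the levels were 239 ± 12.4 and 19.8 ± 12.6 TPM (log2 fold change −3.02, limma voom, adjusted p = 5.07e-06). BIP4 (Solyc03g082920) had 835 ± 85.0 TPM in tetrads and 170.5 ± 80.4 TPM in post-meiotic pollen, a change of −1.67 (limma voom, adjusted p = 7.46e-05). Hsp23.8-MI (Solyc08g078700) changed by −1.93, from 91.2 ± 41.7 to 15.1 ± 9.19 TPM (limma voom, adjusted p = 0.00138). In each case both tetrad libraries lay above both post-meiotic libraries. These log2 fold changes are relative to TMM scaling: with library size only, the median of all genes tested moved from −0.02 to −0.73 between tetrads and post-meiotic pollen, and the falls were larger by that shift. The 10 genes with direct translation in tetrads that Table S4 assigns to chaperones and protein turnover had a median of 146 TPM in tetrads, 17.1 TPM in post-meiotic pollen and 3.58 TPM in mature pollen.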

Interestingly, a large number of genes showing delayed translation in tetrads was classified as ‘chaperones & protein turnover’. These genes comprise one Hsp100 (ClpB3) and one Hsp70 (Hsp70–5) as well as three protein disulfide isomerases and five subtilisin-like proteases. In addition, many genes with direct translation in tetrads appear to be involved in metabolic processes as they were assigned to functional classes like ‘carbohydrate metabolism’, ‘energy metabolism’, ‘lipid metabolism’ and ‘nucleotide metabolism’ as well as ‘secondary metabolites’. In turn, genes with delayed translation in tetrads (Fig. 3a, red) are strongly enriched for ‘chromatin structure’ indicating an important role of chromatin remodeling in post-meiotic pollen. 

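ClpB3 (Solyc02g088610) had 16.7 ± 0.488 TPM in tetrads under CO and 5.01 ± 0.516 TPM in post-meiotic pollen, a log2 fold change of −1.04 (standard error 0.38, limma voom, adjusted p = 0.0276). Hsp70-5 (Solyc04g011440) fell from 329 ± 45.5 to 5.40 ± 2.43 TPM, a change of −5.24 (limma voom, adjusted p = 1.88e-07). Over the 17 genes of this category with delayed translation, the median was 112 TPM in tetrads, 10.7 TPM in post-meiotic pollen and 1.49 TPM in mature pollen.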

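Of the genes with direct translation in tetrads, Table S4 assigns 5 to carbohydrate metabolism, 4 to energy metabolism, 2 to lipid metabolism, 2 to nucleotide metabolism and 4 to secondary metabolites. All of them had their highest level under CO in tetrads. Median levels in tetrads were 244 TPM for carbohydrate, 80.6 TPM for energy, 246 TPM for lipid and 98.6 TPM for nucleotide metabolism and 23.1 TPM for secondary metabolites. In post-meiotic pollen these medians were 1.59, 7.73, 29.1, 7.57 and 1.07 TPM in the same order.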

Out of the 22 genes assigned to this functional category 21 are encoding for histones. Four of them belong to the H2B family, eight to the H3 family and nine to the H4 family.

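The 22 chromatin structure genes had a median of 252 TPM in tetrads under CO, 34.1 TPM in post-meiotic and 4.12 TPM in mature pollen. All 4 H2B, 8 H3 and 9 H4 genes were highest in tetrads. Summed over genes, H2B transcripts dropped from 552 TPM in tetrads to 58.8 TPM in post-meiotic and 8.22 TPM in mature pollen. The sums for H3 were 3840.03, 494 and 116 TPM, and those for H4 were 2553, 357 and 64.9 TPM. Histone genes occur in near-identical copies, so that the split of reads among them is uncertain, whereas the sums are less affected.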

Genes with delayed translation in post-meiotic pollen (Fig. 3b) are largely involved in metabolic processes (Additional file 5: Table S4). One of these processes is ‘energy metabolism’, comprising for example genes encoding for four ATP synthase subunits and four V-type proton ATPase subunits. 

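Table S4 assigns 32 of the post-meiotic genes with delayed translation to energy metabolism. Their median was 26.9 TPM in tetrads under CO, 155 TPM in post-meiotic pollen and 79.4 TPM in mature pollen. On this scale 30 of the 32 were highest in post-meiotic pollen. With TMM factors 37 of all 169 genes of the set were highest there, so that the ranking depends on the scaling.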

Another category with high assignment of genes is ‘carbohydrate metabolism’. Among these genes we observed 11 genes encoding for seven out of ten glycolysis reaction enzymes comprising a hexokinase, phosphofructokinase, fructose-bisphosphate aldolase, triosephosphate isomerase, glyceraldehyde-3-phosphate dehydrogenase, enolase and pyruvate kinase. This observation suggests a targeted translation of glycolysis proteins during the transition from post-meiotic to mature pollen.

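The 25 carbohydrate metabolism genes with delayed translation in post-meiotic pollen had a median of 18.0 TPM in tetrads under CO, 204 TPM in post-meiotic and 111 TPM in mature pollen. Of these, 19 were highest in post-meiotic pollen on the TPM scale, a ranking that depended on the scaling for the whole set of 169 genes. From the glycolysis enzymes among genes whose transcripts are high in post-meiotic pollen and whose proteins follow in mature pollen, the paper proposes that the synthesis of these proteins is timed to the step between the 2 stages.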

Regarding genes showing direct translation in mature pollen (Fig. 3c), we observed the highest number of assigned genes for ‘lipid metabolism’. 

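The 6 lipid metabolism genes had a median of 13.4 TPM in tetrads under CO, 36.6 TPM in post-meiotic pollen and 108 TPM in mature pollen. As many genes of signal transduction were listed, and the median of those 6 went from 14.2 TPM through 74.4 TPM to 179 TPM. For the 5 genes of trafficking and secretion it was 11.7, 11.8 and 407 TPM, and for the 5 cytoskeleton genes 23.5, 485 and 991 TPM. All of these genes were highest in mature pollen, with the authors' scaling and with TMM factors.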

The next three functional categories with a high assignment are ‘signal transduction’, ‘trafficking & secretion’ and ‘cytoskeleton’. 

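Actin 4 (Solyc04g011500) went from 485 ± 148 TPM in post-meiotic pollen under CO to 991 ± 17.1 TPM in mature pollen, a log2 fold change of 2.69 (standard error 0.26, limma voom, adjusted p = 2.24e-06). Actin depolymerizing factor 10 (Solyc01g094400) had 549 ± 115 and 1000.0 ± 71.8 TPM (log2 fold change 2.50, limma voom, adjusted p = 3.65e-05). Myosin XI (Solyc06g083960) increased from 19.0 ± 3.03 to 58.5 ± 0.344 TPM (log2 fold change 3.26, limma voom, adjusted p = 2.18e-07) and calmodulin (Solyc06g068960) from 70.4 to 159 ± 14.1 TPM (2.85, limma voom, adjusted p = 3.99e-05). Both mature libraries lay above both post-meiotic libraries for each gene. The fold changes exceed the ratios of mean TPM, which were 2.04, 1.82, 3.08 and 2.26, since TMM scaling raised mature pollen. With library size only, the median of all genes tested between post-meiotic and mature pollen moved from −0.11 to −1.75 on the log2 scale.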

Here, we identified proteins required for interaction with the environment as well as growth and differentiation, including two Ras-related proteins, calmodulin, two kinases and a phosphatase as well as actin 4, actin depolymerizing factor 10 and myosin XI. Summarizing, we show that the direct or delayed synthesis of proteins is related to specific biological processes in a stage dependent manner.

### The transcriptome and proteome response to HS in pollen

We analyzed the effect of HS on the different pollen stages to examine differences in transcriptome and proteome HS response in dependency of the developmental stage. We performed k-means clustering (k = 7) on the relative transcript and protein levels across CO and HS for pollen from all three developmental stages independently (Additional file 6: Table S5). 

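The clustering per stage was repeated with k = 7 on 11833 genes detected under CO or HS in tetrads, 9669 in post-meiotic pollen and 5845 in mature pollen. In tetrads 10460 of them were detected in both conditions, 708 under CO alone and 665 under HS alone. In post-meiotic pollen 8412 were detected in both, 266 under CO alone and 991 under HS alone. In mature pollen the counts were 5007, 552 and 286.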

Again, proteins assigned to the same protein group were ungrouped and treated independently. To compare transcriptome and proteome alterations in response to HS, we generated an overlap matrix for each developmental stage (Additional file 1: Figure S5). By fitting the number of genes assigned to the transcript and protein clusters we observed differences in abundance changes of transcripts and proteins for all developmental stages. (Fig. 4). We defined genes from the leftmost clusters as downregulated and those from the rightmost cluster as upregulated. Genes from the remaining clusters were defined as having stable levels in response to HS across all stages.

**Fig. 4:**
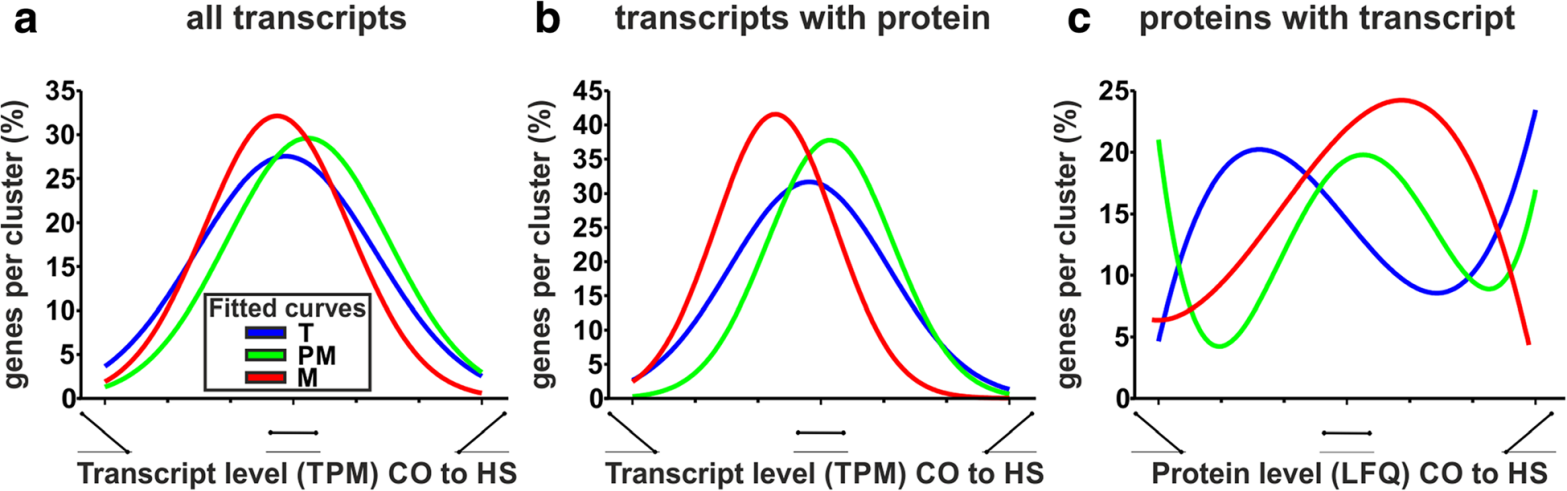
Stage dependent changes of transcript and protein abundance in response to HS. The curves represent the least square fit of percentage of genes assigned to transcript (**a** and **b**) and protein clusters (**c**) for tetrads (blue), post-meiotic (green) and mature pollen (red). Either all assigned genes (**a**) or only genes detected in transcriptome and proteome (**b** and **c**) were considered. Clusters are ordered from downregulation to upregulation after HS

Considering all genes with a detected transcript (Fig. 4a) we observed a Gaussian distribution centered on the cluster with steady state levels for all developmental stages. 

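Clusters Tr2 to Tr6, which lie between the extreme clusters, held 10445 genes in tetrads, 8391 in post-meiotic pollen and 5001 in mature pollen. In limma voom with Benjamini-Hochberg adjustment, 5 genes of these clusters were higher and 8 lower under HS in tetrads, 36 higher and 57 lower in post-meiotic pollen, and 19 higher and 21 lower in mature pollen.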

As previously described about 5% of the plant transcriptome is enhanced upon HS [37]. Similarly, ~ 3% of the genes in tetrads and post-meiotic pollen are assigned to the cluster showing strong upregulation upon HS, whereas less than 1% of the genes in mature pollen were assigned to this cluster. 

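Cluster Tr7 held 679 genes in tetrads (5.74% of those clustered), 1012 in post-meiotic pollen (10.5%) and 291 in mature pollen (4.98%). Of these, 665, 991 and 286 genes were not detected under CO, and their level there was entered as 0. The treatment of undetected groups moved the cluster most. When only genes detected in both conditions were clustered, Tr7 held 23, 56 and 37 genes. When the mean TPM of undetected groups was kept, it held 49 genes (0.414%), 107 (1.11%) and 99 (1.69%). In post-meiotic pollen the size also depended on the replicate, with 656 genes without replicate 1 and 1631 without replicate 2. Among the Tr7 genes, 20 in tetrads, 112 in post-meiotic pollen and 104 in mature pollen were higher under HS in limma voom with Benjamini-Hochberg adjustment.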

Regarding genes downregulated upon HS, we observed for tetrads around 4% assigned genes and for post-meiotic and mature pollen ~ 2% assigned genes. Thus, only up to 7% of all detected genes showed a strong effect upon HS in the single developmental stages of pollen.

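Cluster Tr1 held 709 genes in tetrads (5.99%), 266 in post-meiotic pollen (2.75%) and 553 in mature pollen (9.46%), of which 708, 266 and 552 were not detected under HS. With CPM and TMM factors it held 469 genes in post-meiotic pollen and 995 in mature pollen. With replicate 1 left out, the post-meiotic count was 443. Of the Tr1 genes, 1 in tetrads, 8 in post-meiotic pollen and 4 in mature pollen were lower under HS in limma voom with Benjamini-Hochberg adjustment.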

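Together Tr1 and Tr7 held 11.7% of the clustered genes in tetrads, 13.2% in post-meiotic pollen and 14.4% in mature pollen. With the mean TPM of undetected groups kept, these shares were 6.47%, 5.97% and 6.95%.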

Next, we focused on those genes detectable at transcriptome and proteome level of the pollen stages to have a common starting point for the comparison of the transcriptome and proteome response (Additional file 6: Table S5 highlighted in bold). For tetrads and post-meiotic pollen we observed that approximately 1% of the genes showed an increase of transcript abundance in response to HS (Fig. 4b), whereas this was not apparent for mature pollen. Interestingly, there was no strong downregulation in post-meiotic pollen, but a downregulation for around 2.5% of the genes in tetrads and mature pollen. Surprisingly, we did not observe a Gaussian distribution for any developmental stage at the proteome level but a high number of genes, with protein levels strongly affected by HS (Fig. 4c). Approximately 20% of proteins showed accumulation in response to HS in tetrads and post-meiotic pollen, while only 4% showed similar behavior in mature pollen. Furthermore, the number of proteins showing a reduced abundance in response to HS was higher in post-meiotic pollen (21%) compared to tetrads and mature pollen (~ 5% each).

Next, we analyzed the genes with a protein assigned to clusters with strong down- and upregulation (left- and rightmost clusters in Fig. 4c, Pr1 and Pr7 clusters in Additional file 1: Figure S5). Regarding strong downregulation we observed the minimum number of genes in tetrads (47 genes) and maximum in post-meiotic pollen (159 genes), while the number of strongly upregulated genes was lowest in mature (69 genes) and highest in tetrads (159 genes). To analyze the down- and upregulated proteins in more detail, we classified the proteins based on the KOG annotation (Fig. 5; Additional file 7: Table S6). Many proteins that show enhanced or reduced levels in response to HS belong to the ‘chaperones & protein turnover’ class (Additional file 8: Table S7). This holds true for all developmental stages while particularly the two earlier stages are enriched in Hsps. In both stages seven proteins of the sHsp family accumulated under HS, while three Hsp60, one Hsp70, one Hsp90 and one Hsp100 accumulated in tetrads but had reduced levels in post-meiotic pollen. In addition, two Hsp100s and two Hsp40s accumulated solely in tetrads and three sHsps and one Hsp40 solely in post-meiotic pollen. Further, four Hsp60 and two Hsp90s were less abundant in post-meiotic pollen after HS when compared to CO. In mature pollen by and large no effect of HS on the abundance of the Hsp family members was observed. In addition to chaperones, seven proteasome subunits solely accumulated in post-meiotic pollen, one in post-meiotic and mature pollen and another one solely in mature pollen. In turn, we observed one proteasome subunit with lower level after HS in tetrads, one in post-meiotic pollen and one in tetrads and mature pollen. For three proteasome subunits we observed an opposite HS effect among the developmental stages. The first subunit accumulated in post-meiotic pollen but was reduced in mature pollen, the second was reduced in post-meiotic pollen but accumulated in mature pollen and the third was reduced in tetrads but accumulated in mature pollen.

**Fig. 5:**
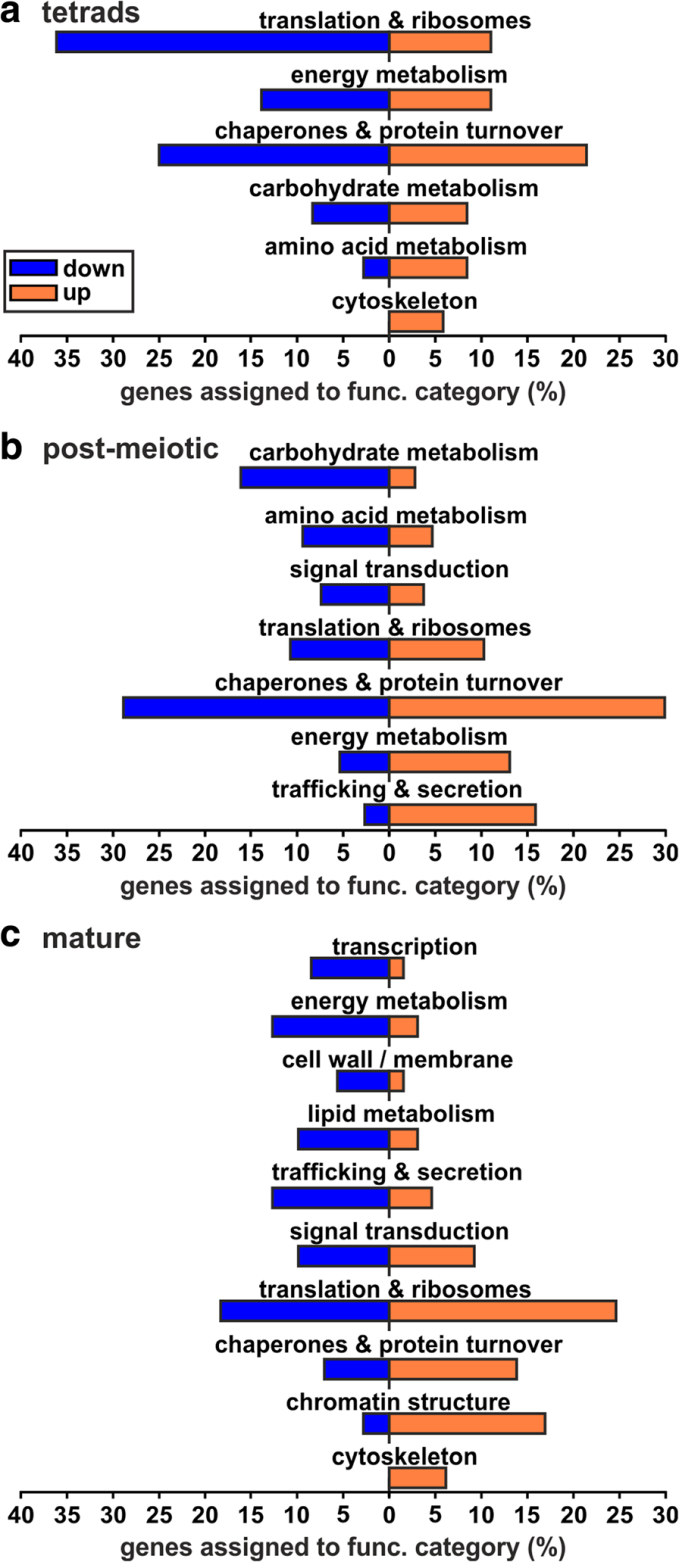
Functional categories affected by HS. Distribution of proteins down- (blue) and upregulated (orange) after HS among functional categories for tetrads (**a**), post-meiotic (**b**) and mature (**c**) pollen. Proteins assigned to at least one category were considered and could be counted more than once. Categories comprising at least 5% of the proteins with an assigned function are shown

A second enriched functional category is the ‘translation & ribosomes’ class (Fig. 5; Additional file 8: Table S7). Most of the enhanced or reduced proteins in response to HS either encode for eukaryotic translation initiation factors (eIFs) or eukaryotic ribosomal proteins (RPs). These proteins are known to be altered upon HS leading to changes in translation initiation and composition of ribosomes [38–40]. Five eIFs accumulated in tetrads, of which one was reduced in post-meiotic pollen and two also accumulated in mature pollen. Further, three eIFs are enhanced in post-meiotic pollen as well as one reduced in post-meiotic and three in mature pollen.

Even a stronger difference between the developmental stages was apparent for the eukaryotic RPs. The accumulation of these proteins occurs in a developmental stage-specific manner. Four RPs have higher protein levels after HS in tetrads (L5, L28, S8 and S19), six in post-meiotic (L6, L14, S4, S8, S15 and S18) and eight in mature pollen (2xL7A, 3xL24 and 2xS25). In addition two RPs (2xL19) have enhanced levels in tetrads and mature pollen. Abundance reduction of RPs was as well stage-specific, except for one RP (L8) affected in all three developmental stages and two in tetrads and mature pollen (L18 and S8). In addition, eight are lower abundant after HS in tetrads (L6, 2xL12, L13, 3xS5 and S7), six in post-meiotic (3xL10, 2xL21 and S12) and five in mature pollen (4xS13 and S15).

Further, we observed some categories preferentially regulated in a specific developmental stage (Additional file 7: Table S6). For example in post-meiotic pollen we observed a strong reduction of protein levels of factors of the ‘carbohydrate metabolism’ class (Fig. 5b blue) including six genes encoding for four enzymes of glycolysis (glucose-6-phosphate isomerase, phosphoglycerate mutase, enolase and pyruvate kinase). In addition, a downregulation of polysaccharide degrading enzymes like a beta-glucosidase, a beta-galactosidase and two beta-fructofuranosidases could be detected. This observation suggests a downregulation of sugar catabolism in post-meiotic pollen after exposure to HS. In addition, we observed an increase of the protein levels of genes belonging to ‘trafficking & secretion’ in post-meiotic pollen (Fig. 5b orange). These genes include four small G proteins as well as a Ran GTPase binding protein. In mature pollen, particularly proteins related to ‘chromatin structure’ family accumulate in response to HS (Fig. 5c orange). Two are histones of the H2B family and eight histones of the H3 family suggesting a remodeling of chromatin upon HS in mature pollen.

### HS-induced regulation of Hsps and Hsfs at transcriptome and proteome level in pollen

Among the genes down- and upregulated at the proteome level under HS we identified several Hsps. As these genes comprise well-known key players of HS response, we analyzed the response of the different Hsp and Hsf families to HS at both transcriptome and proteome level in more detail. We categorized all Hsps and Hsfs detected by transcriptome clustering (Additional file 6: Table S5) as downregulated (cluster Tr1), not altered (stable, clusters Tr2 to Tr6) or upregulated (cluster Tr7) for all developmental stages. 

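The classes of Table S8 were derived again for its 208 Hsp and Hsf genes at the 3 stages. Of the 624 assignments, 622 were the same. The others are Cpn60-α (2) and Hsp70-3, both in mature pollen. Across families, 24 members were upregulated, 124 stable and 6 downregulated in tetrads. In post-meiotic pollen 45 were upregulated, 96 stable and 2 downregulated, and in mature pollen 42, 66 and 4.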

We additionally classified them based on their proteome clustering (Additional file 6: Table S5) as reduced (down, cluster Pr1), not altered (stable, clusters Pr2 to Pr6) or accumulated (up, cluster Pr7). 

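Of the 208 genes, 178 had enough reads for the limma voom test with Benjamini-Hochberg adjustment. Over all genes tested, 15 of them were higher under HS in tetrads, 43 in post-meiotic pollen and 44 in mature pollen, and 0 were lower at any stage. At an unadjusted p under 0.05, 41, 63 and 62 were higher and 9, 9 and 5 lower. With the p-values adjusted over the list alone, 30 were higher and 3 lower in tetrads, 53 and 5 in post-meiotic pollen and 55 and 3 in mature pollen. The families are annotated gene families and were not picked by their levels here. A test against a 2-fold minimum change moved the count in tetrads most, to 15 members adjusted over the list alone.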

After categorization we determined for each family the fraction of detected members within the classified sets for all developmental stages (Fig. 6; Additional file 9: Table S8).

**Fig. 6:**
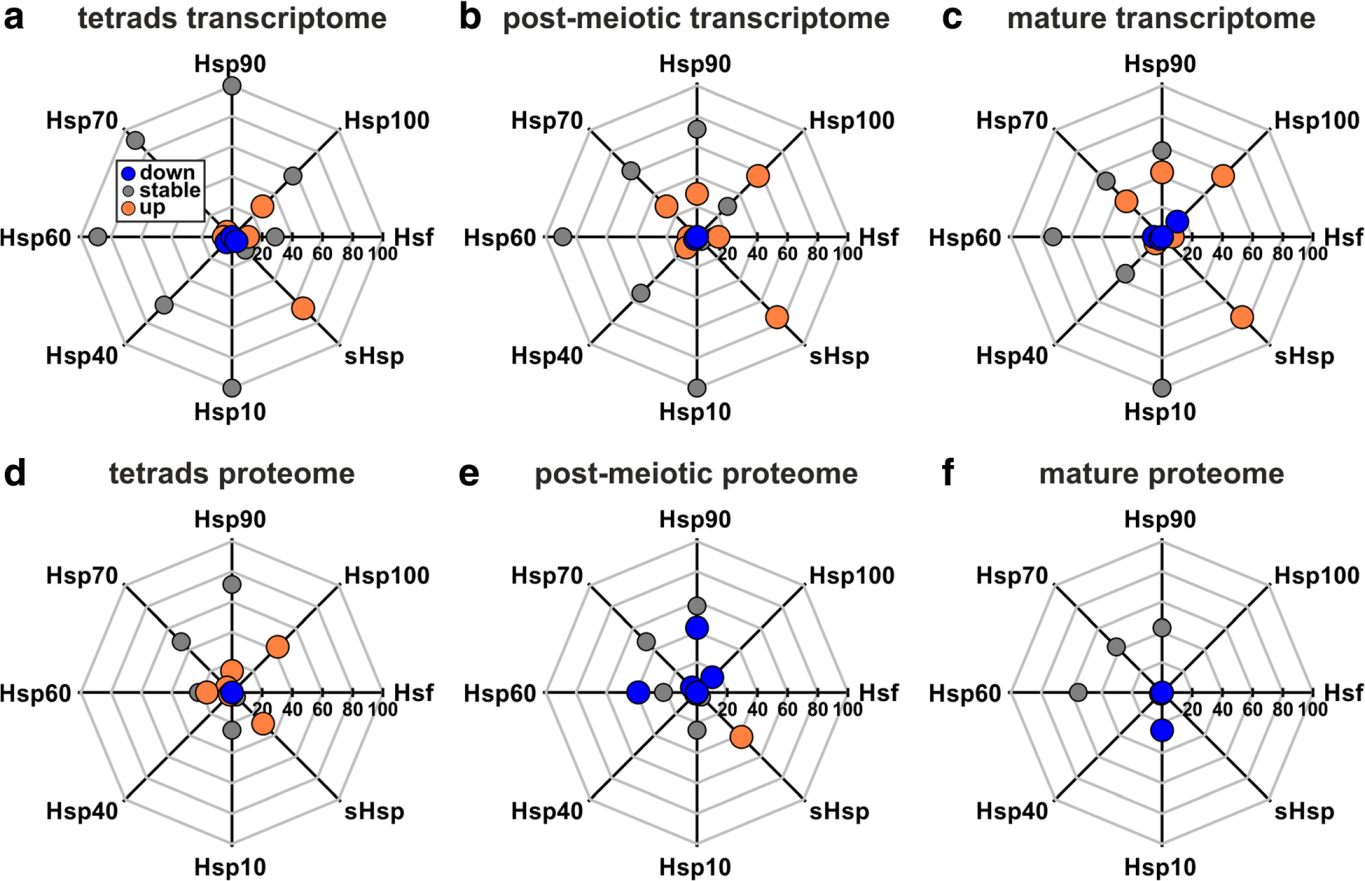
Regulation of Hsp and Hsf families upon HS at transcript and protein level. Shown is the percentage of Hsp and Hsf family proteins detected in tetrads (**a** and **d**), post-meiotic (**b** and **e**) and mature pollen (**c** and **f**) at transcript (upper row) and protein level (lower row). Proteins of the different families are subdivided with respect to their regulation upon HS with either downregulation (blue), stable levels (grey) or upregulation (orange)

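In tetrads all 7 Hsp90s and all 4 Hsp10s were tested, and their log2 fold changes under HS were −0.17 to 0.65 and −0.66 to 1.16. Adjusted over all genes in limma voom (Benjamini-Hochberg), 0 members of either family were higher or lower. Unadjusted, 1 Hsp90 and 2 Hsp10s were higher and 2 Hsp10s lower at p under 0.05. Adjusted over the list alone, 0 Hsp90s passed, while 2 Hsp10s were higher and 1 lower.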

For tetrads we observed that at the transcriptome level all seven annotated Hsp90s and all four annotated Hsp10s are not altered after HS (Fig. 6a). Similarly, more than 60% of the annotated Hsp40s, Hsp60s and Hsp70s showed stable transcript levels and only small fractions were down- or upregulated. 

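By the clusters, 63 of 99 Hsp40s (63.6%), 16 of 18 Hsp60s (88.9%) and 19 of 21 Hsp70s (90.5%) were stable, and 1 member of each family was upregulated. Log2 fold changes ranged from −1.36 to 2.05 over 88 tested Hsp40s, from −0.32 to 1.16 over 17 Hsp60s and from −0.89 to 2.67 over 20 Hsp70s. Over all genes tested in limma voom with Benjamini-Hochberg adjustment, 1 Hsp40, 0 Hsp60s and 0 Hsp70s were higher and 0 were lower. At an unadjusted p under 0.05, 4, 4 and 6 members were higher and 4, 0 and 2 lower, and over the list alone 1, 2 and 4 were higher and 1, 0 and 1 lower.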

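In tetrads 16 of 24 sHsps (66.7%) and 2 of 7 Hsp100s (28.6%) were in the upregulated cluster. The 22 sHsps with enough reads had a median log2 fold change of 3.42, which was 3.07 and 3.84 with either replicate left out. The limma voom test with Benjamini-Hochberg adjustment called 12 sHsps and 2 Hsp100s higher over all genes tested, and 15 and 2 with adjustment over the list alone.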

For the Hsp100 and sHsp family a higher fraction is regulated in response to HS with 29 and 67% upregulated members, respectively. Upregulated Hsp100s included ClpB1 and ClpB4. 

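ClpB1 (Solyc03g115230) had 150.5 ± 34.5 TPM under HS and 30.2 ± 5.49 TPM under CO, a log2 fold change of 2.26 (standard error 0.30, limma voom, adjusted p = 0.00346). ClpB4 (Solyc06g011400) had 57.9 ± 16.9 and 5.78 ± 0.466 TPM, a change of 3.23 (standard error 0.34, limma voom, adjusted p = 0.000363). Both HS libraries exceeded both CO libraries. Tested against a 2-fold minimum change, ClpB1 did not pass with adjustment over all genes and passed over the list alone.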

For the Hsf family we detected only ~ 40% of all members, whereby 10% were upregulated and 30% showed stable transcript levels. 

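By the clusters, 11 of 28 Hsfs (39.3%) were detected in tetrads, of which 3 (10.7% of all members) were upregulated and 8 (28.6%) stable. Of the 14 tested Hsfs, 0 were higher or lower over all genes tested in limma voom with Benjamini-Hochberg adjustment. With an unadjusted p under 0.05, 4 were higher and 1 lower, and 4 were higher with adjustment over the list alone.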

The upregulated Hsfs included HsfA2, HsfA7 and HsfB2b.

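HsfA2 (Solyc08g062960) had 13.7 ± 6.02 TPM under HS and 2.59 ± 0.423 TPM under CO, a log2 fold change of 2.20 (limma voom, adjusted p = 0.111). HsfA7 (Solyc09g065660) had 10.7 ± 3.35 and 3.07 ± 1.11 TPM (1.69, limma voom, adjusted p = 0.168), and HsfB2b (Solyc08g080540) had 12.0 ± 4.74 and 1.77 ± 1.14 TPM (2.66, limma voom, adjusted p = 0.125). Both HS libraries lay above both CO libraries for the 3 genes, but none passed the correction over all genes in any setting tried. With adjustment over the Table S8 genes alone each of the 3 passed (limma voom, adjusted p = 0.00450, 0.0104 and 0.00524).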

In the proteome of tetrads we observed a smaller fraction of detected Hsps and Hsfs (Fig. 6d) when compared to the transcriptome (Fig. 6a). In comparison to the transcriptome we observed only a single Hsp10 (Cpn21-P) in the proteome with stable levels. Further, we identified six of the seven Hsp90s in the proteome, whereby one of them accumulated at the proteome level but was stable at the transcriptome level (Hsp90–1). Interestingly, we identified only ~ 40% of the Hsp60s and Hsp70s detected in the transcriptome in the proteome, from which CCT-δ, Cpn60 (3), Cpn60-β (2) and Hsp70–13 had elevated protein levels under HS. A higher fraction of upregulated proteins was observed for the sHsp and Hsp100 family. Seven sHsps accumulated at the proteome level and were also upregulated at the transcriptome level. In the case of the Hsp100 family we detected an accumulation of ClpB1, ClpB3 and ClpC2, whereby the latter two were not upregulated at the transcriptome level.

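Detected in post-meiotic pollen were 19 of 24 sHsps (79.2%), 64 of 99 Hsp40s (64.6%), 17 of 18 Hsp60s (94.4%), 19 of 21 Hsp70s (90.5%), 6 of 7 Hsp100s (85.7%) and every Hsp10 and Hsp90. Of the 28 Hsfs, 7 were detected.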

We identified for all Hsp families at least 60% of the annotated representatives in the transcriptome of post-meiotic pollen (Fig. 6b). Further, we observed a substantial upregulation for members of the Hsp70, 90 and 100 as well as sHsp family ranging from 28% (Hsp70 and Hsp90) to 75% (sHsp) of all annotated members. These upregulated Hsps included Hsp70–5, Hsp70–6, Hsp70–8, Hsp70–10, BIP2 and BIP3 of the Hsp70 family, Hsp90–3 and Hsp90–4 of the Hsp90 family and ClpB1, ClpB3, ClpB4 and ClpD of the Hsp100 family as well as 18 sHsps. 

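In limma voom with Benjamini-Hochberg adjustment, 18 sHsps, 6 Hsp70s, 3 Hsp90s and 4 Hsp100s were higher under HS over all genes tested, and 19, 11, 3 and 4 with adjustment over the list alone, where 1 sHsp was lower. The median log2 fold change was 6.49 for sHsps, 0.67 for Hsp70s, 0.38 for Hsp90s and 2.25 for Hsp100s. These medians stayed above 0 with median-of-ratios factors and with library size only, which moved the median of all genes tested from −0.01 to 0.22. The upregulated cluster held 18 sHsps (75.0%), 6 Hsp70s (28.6%), 2 Hsp90s (28.6%) and 4 Hsp100s (57.1%).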

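For Hsp70-6 (Solyc11g066100), with the lowest adjusted p of the named Hsp70s, levels were 248 ± 16.3 TPM under HS and 3.04 ± 0.221 TPM under CO, a log2 fold change of 6.07 (standard error 0.34, limma voom, adjusted p = 2.30e-07). Hsp70-5 reached 256 ± 4.66 TPM (5.34, limma voom, adjusted p = 1.82e-06). Hsp70-8 (Solyc03g117630), Hsp70-10 (Solyc09g075950) and BIP3 (Solyc01g099660) had log2 fold changes of 5.73, 5.33 and 3.73, and each passed the correction. BIP2 (Solyc06g052050) had 8.97 ± 4.53 TPM under HS and 6.11 ± 1.63 TPM under CO, a change of 0.27 (limma voom, adjusted p = 0.819), and the replicates of the 2 conditions overlapped. Its log2 fold change ran from −0.15 to 0.62 when each library was left out in turn. Hsp90-3 had 500.7 ± 92.1 TPM under HS (4.53, limma voom, adjusted p = 2.10e-06) and Hsp90-4 229.6 ± 88.0 TPM (5.48, limma voom, adjusted p = 9.55e-06). ClpB1, ClpB3, ClpB4 and ClpD (Solyc03g117950) had changes of 3.98, 2.42, 2.12 and 2.39 (limma voom, adjusted p = 3.05e-06, 0.00139, 0.000135 and 0.000358). Against a 2-fold minimum change, ClpB3 did not pass with adjustment over all genes and passed over the list alone.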

Regarding the Hsf family, we observed an upregulation of HsfA2, HsfA3, HsfB1 as well as HsfB2b. 

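In post-meiotic pollen HsfA2 rose from 0.451 ± 0.184 TPM under CO to 17.8 ± 4.30 TPM under HS, a log2 fold change of 4.86 (limma voom, adjusted p = 0.000159). HsfB1 (Solyc02g090820) rose from 2.75 ± 0.190 to 120.3 ± 4.04 TPM (5.19, limma voom, adjusted p = 1.99e-05). HsfA3 (Solyc09g009100) had 21 and 43 reads under CO and 69 and 50 under HS (9.96 ± 1.34 TPM), a change of 0.82 (limma voom, adjusted p = 0.320), with both HS libraries above both CO libraries. HsfB2b had 3.11 ± 0.324 TPM under CO and 5.38 ± 0.215 TPM under HS (0.52, limma voom, adjusted p = 0.745). HsfA3 was below the 5 TPM threshold in 1 CO replicate and HsfB2b in both.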

While we detected predominantly an upregulation of different Hsp families at the transcriptome level, we observed downregulation at the proteome level, especially for the Hsp60 and Hsp90 family (Fig. 6e). 

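Of the 17 Hsp60s tested in post-meiotic pollen, 3 were higher under HS in limma voom with Benjamini-Hochberg adjustment and 4 with adjustment over the list alone, with 0 lower in either case. Before adjustment 5 had a p under 0.05 as higher and 0 as lower. The clusters placed 16 Hsp60s and 5 Hsp90s among the stable genes. Hsp90-1 (Solyc12g015880), a stable Hsp90, had a log2 fold change of 0.29 (limma voom, adjusted p = 0.573).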

Interestingly, all Hsp60s and Hsp90s with downregulated protein levels had stable transcript levels, except for Hsp90–3 for which an enhanced transcript level was observed. Only for 42% of the sHsps we found higher protein levels in response to HS. These 10 sHsps were upregulated at the transcriptome level as well.

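Over all 22 sHsps with enough reads, 17 had an adjusted p under 0.05 in limma voom and a measurable CO level in post-meiotic pollen, and their log2 fold changes ranged from 4.16 to 8.13.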

In mature pollen we observed a substantial amount of members of the Hsp70, Hsp90, Hsp100 and sHsp family with upregulated transcript levels (Fig. 6c). The fraction of upregulated members ranged from 33% (Hsp70) up to 75% (sHsp) and included Hsp70–5, Hsp70–6, Hsp70–8, Hsp70–10, Hsp70/110–1, Hsp70/110–2 and BIP3 of the Hsp70 family, Hsp90–3, Hsp90–4 and Hsp90–5 of the Hsp90 family, ClpB1, ClpB3, ClpB4 and ClpD of the Hsp100 family and 18 sHsps. 

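In mature pollen the clusters placed 8 Hsp70s (38.1%), 3 Hsp90s (42.9%), 4 Hsp100s (57.1%) and 18 sHsps (75.0%) among the upregulated members. In limma voom with Benjamini-Hochberg adjustment, 10 Hsp70s, 2 Hsp90s, 3 Hsp100s and 18 sHsps were higher over all genes tested, and 12, 3, 4 and 19 over the list alone, where 1 Hsp70 and 1 Hsp100 were lower. Hsp70-6 had 90.5 ± 5.37 TPM under HS and 0.785 ± 0.220 TPM under CO (log2 fold change 6.77, limma voom, adjusted p = 4.82e-06). Hsp70-5 and Hsp70-8 changed by 4.82 and 5.96. Hsp70-10 and BIP3, which had at most 3 reads per CO library, were at least 28.6-fold and at least 36.5-fold higher. Hsp70/110-2 (Solyc12g043110) had a change of 2.47 (limma voom, adjusted p = 0.0110) and Hsp70/110-1 (Solyc12g043120) of 1.06 (limma voom, adjusted p = 0.313). Hsp90-3 and Hsp90-4 changed by 5.07 and 6.25 (limma voom, adjusted p = 2.52e-05 and 7.37e-05). For Hsp90-5 (Solyc05g010670) the levels were 8.99 ± 0.0932 and 3.77 ± 0.0088 TPM, a change of 1.31 (limma voom, adjusted p = 0.177). ClpB1, ClpB3 and ClpD changed by 4.34, 3.82 and 2.96 (limma voom, adjusted p = 8.23e-05, 0.00158 and 0.00222). ClpB4 had 5.97 ± 1.16 and 2.43 ± 0.771 TPM, a change of 1.35 (limma voom, adjusted p = 0.278).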

For the Hsf family we detected four members, whereby HsfA2 and HsfB1 were upregulated and HsfA4c and HsfA5 not affected by HS. 

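HsfA2 had 13.3 ± 2.08 TPM under HS and 1 read in each CO library, so that it was at least 25.2-fold higher (limma voom, adjusted p = 0.000148). HsfB1 had 67.7 ± 9.02 TPM under HS and 4.76 ± 0.803 TPM under CO (log2 fold change 3.85, limma voom, adjusted p = 0.000167). HsfA4c (Solyc02g072000) had 10.3 ± 1.43 and 13.4 ± 2.10 TPM (−0.29, limma voom, adjusted p = 0.830), and HsfA5 (Solyc12g098520) 71 and 80 reads under HS and 142 and 98 under CO (0.11, limma voom, adjusted p = 0.937).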

The remaining Hsp families were not represented by changes of transcript levels under HS. 

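In mature pollen the log2 fold changes of 4 Hsp10s, 88 Hsp40s and 17 Hsp60s had medians of 0.36, −0.00 and −0.10. Over all genes tested in limma voom with Benjamini-Hochberg adjustment, 1 Hsp10, 4 Hsp40s and 2 Hsp60s were higher, and 2, 8 and 3 with adjustment over the list alone, where 1 Hsp60 was lower. The upregulated cluster held 0 Hsp10s, 6 Hsp40s (6.06%) and 1 Hsp60 (5.56%).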

At the proteome level we detected only a small number of Hsps (Fig. 6f). For the Hsp60, Hsp70 and Hsp90 family we detected between 43% (Hsp70 and Hsp90) and 56% (Hsp60) of the annotated members, whereby the protein levels were not affected by HS. Only downregulation of Cpn21-P of the Hsp10 family and upregulation of a DnaJ-C of the Hsp40 family was observed.

### General and stage-specific HS regulation of Hsps and Hsfs in pollen

We observed common as well as stage-specific HS induced regulations of Hsps and Hsfs at the transcriptome level (Fig. 6a to c). For instance, we observed an upregulation of HsfA2 in all developmental stages, of HsfB2b in tetrads and post-meiotic pollen, of HsfB1 in post-meiotic and mature pollen, of HsfA7 only in tetrads and of HsfA3 only in post-meiotic pollen. 

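The difference of the HS effect between stages was tested as an interaction in limma voom with Benjamini-Hochberg adjustment. For HsfA2 the HS effect was larger by 2.66 on the log2 scale in post-meiotic pollen than in tetrads (limma voom, adjusted p = 0.264) and by 3.48 in mature pollen than in tetrads (limma voom, adjusted p = 0.0882), so that no difference passed. For HsfB1 it was larger by 3.98 in post-meiotic pollen than in tetrads (limma voom, adjusted p = 0.00659), where the tetrad levels were 47.8 ± 24.0 TPM under HS and 18.6 ± 1.93 TPM under CO. The HsfB1 difference of 2.64 between mature pollen and tetrads did not pass (limma voom, adjusted p = 0.0589). The HsfB2b effect in post-meiotic pollen minus that in tetrads was −2.14 (limma voom, adjusted p = 0.510). HsfA7 had 0 reads in all CO libraries of post-meiotic and mature pollen. Under HS it had 16 and 15 reads in post-meiotic and 14 and 15 reads in mature pollen, under 5 TPM, which makes it at least 4.84-fold and at least 8.12-fold higher (limma voom, adjusted p = 0.000537 and 0.000168). As an interaction, the HsfA7 difference from tetrads passed in mature pollen (3.97, limma voom, adjusted p = 0.0376) and not in post-meiotic pollen (3.19, limma voom, adjusted p = 0.152). The HsfA3 effect in post-meiotic pollen minus that in tetrads was 0.42 (limma voom, adjusted p = 0.877).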

We also observed a stage-specific behavior for HsfA1a, the described master regulator of thermotolerance in tomato [41], which had stable transcript levels in tetrads and post-meiotic pollen after HS but was not detected under CO or HS in mature pollen. In turn, sHsps appear to be globally upregulated with 15 members upregulated in all stages, three in post-meiotic and mature pollen as well as one exclusively in tetrads. 

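HsfA1a (Solyc08g005170) had 19.6 ± 1.97 TPM under HS and 20.9 ± 4.04 TPM under CO in tetrads, a log2 fold change of −0.12 (standard error 0.25, limma voom, adjusted p = 0.892), and 16.7 ± 6.20 and 15.0 ± 0.713 TPM in post-meiotic pollen (−0.12, limma voom, adjusted p = 0.910). The sign of these small changes depended on single libraries and, in post-meiotic pollen, on the scaling, as library size only gave 0.10. In mature pollen 11 and 9 reads were counted under HS and 14 and 15 under CO, which is 3.02 ± 1.07 and 2.67 ± 0.672 TPM. Reads of HsfA1a were thus counted in mature pollen below the 5 TPM threshold. They cannot be told from background, since these levels lie under the highest value the paper gives for the light-harvesting transcripts behind that threshold. Those genes were not analysed here. The HS effect in mature pollen minus that in tetrads was 0.37 (limma voom, adjusted p = 0.855).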

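The clusters placed 15 sHsps in Tr7 at all stages. Hsp15.7-CII (Solyc02g093600), Hsp23.8-MI and Hsp26.3-MII were in Tr7 in post-meiotic and mature pollen, and Hsp21.5-MI in tetrads alone. Hsp21.5-MI had 7.96 ± 1.28 TPM under HS and 4.42 ± 3.07 TPM under CO in tetrads, a log2 fold change of 0.95 (limma voom, adjusted p = 0.472). Its change in post-meiotic pollen was 1.66 (limma voom, adjusted p = 0.167), with both HS libraries above both CO libraries, so that neither stage passed. Hsp23.8-MI changed by 1.80 in tetrads (limma voom, adjusted p = 0.0822), from 91.2 to 328 ± 149 TPM, by 5.58 in post-meiotic pollen (limma voom, adjusted p = 2.10e-06) and by 5.62 in mature pollen (limma voom, adjusted p = 8.60e-05). Its HS effect was larger than that in tetrads by 3.78 in post-meiotic pollen (limma voom, adjusted p = 0.00630) and by 3.82 in mature pollen (limma voom, adjusted p = 0.0254). Hsp15.7-CII changed by 7.28 in post-meiotic pollen and was at least 119-fold higher in mature pollen. Hsp26.3-MII, with 3 and 2 reads under CO in post-meiotic pollen, was 244-fold higher there than a CO level of 3 reads. Leaving out 1 library lowered its fitted log2 fold change from 7.98 to 7.54, which is below that fold. The median change of the sHsps was 5.89 in mature pollen and stayed above 0 at every stage with each scaling. Members of class CI and CII resemble each other, and reads shared between them could not be told apart from the counts.

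**Figure D2:**
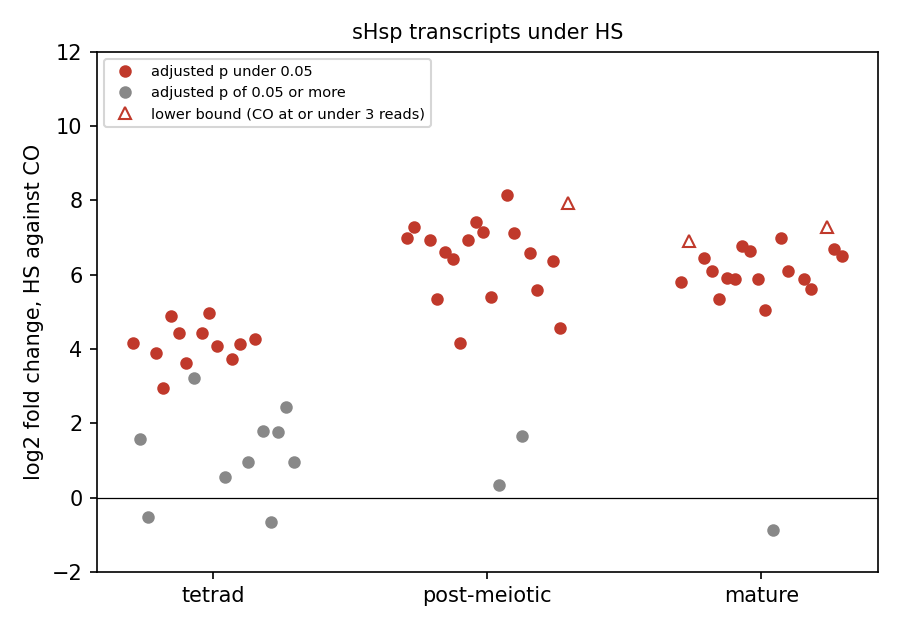
Log2 fold change (HS against CO) of the sHsp genes with enough reads, by developmental stage. Red points have an adjusted p under 0.05 in limma voom and grey points do not. Open triangles are bounds taken against 3 reads, for genes with at most 3 reads per CO library. Not drawn are 2 genes with at most 3 reads per HS library in post-meiotic pollen, Hsp24.5-CII and Hsp15.7-CV, fitted at −0.93 and −2.64 (limma voom, adjusted p = 0.745 and 0.213), and 3 genes with at most 3 reads in every library of mature pollen. The red points lie between 2.95 and 4.97 in tetrads, 4.16 and 8.13 in post-meiotic pollen and 5.05 and 6.98 in mature pollen.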

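ClpB3 and ClpD (Solyc03g117950) were in the upregulated cluster in both post-meiotic and mature pollen. The HS effect of ClpD was larger than that in tetrads by 2.31 on the log2 scale in post-meiotic pollen and by 2.88 in mature pollen (limma voom with Benjamini-Hochberg adjustment, adjusted p = 0.0163 and 0.0219). For ClpB1 the differences from tetrads were 1.72 and 2.08 (limma voom, adjusted p = 0.175 and 0.138), and for ClpB4 −1.11 and −1.88 (limma voom, adjusted p = 0.511 and 0.206), so that neither was shown to differ between stages.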

Alike, ClpB1 and ClpB4 of the Hsp100 family are upregulated in all stages, while ClpB3 and ClpD are solely upregulated in post-meiotic and mature pollen, respectively. Strong differences between the stages were observed for the Hsp70 family. Only a single Hsp70 was upregulated in all stages, whereas four were upregulated in post-meiotic and mature pollen and three either in post-meiotic or mature pollen. Similarly, no Hsp90 is upregulated in tetrads, two (namely Hsp90–3 and Hsp90–4) in post-meiotic and mature pollen and one (Hsp90–5) in mature pollen only.

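Hsp70-10 was upregulated by the clusters at every stage, and had 8.89 TPM (58 and 32 reads) under HS and 1.22 ± 0.0980 TPM under CO in tetrads (log2 fold change 2.67, limma voom, adjusted p = 0.0997). The other 4 members shared by post-meiotic and mature pollen had larger HS effects there than in tetrads. For Hsp70-6 the difference was 5.24 in post-meiotic and 5.93 in mature pollen (limma voom, adjusted p = 0.000104 and 0.000648), and for Hsp70-5 it was 5.22 and 4.69 (limma voom, adjusted p = 0.000196 and 0.000990). Hsp70-8 differed by 4.46 and 4.70 and BIP3 by 3.14 and 5.61. For Hsp70-10 the differences of 2.67 and 2.69 did not pass (limma voom, adjusted p = 0.341 and 0.226). Hsp70/110-2 was higher in post-meiotic pollen too (1.56, limma voom, adjusted p = 0.00416), outside the upregulated cluster.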

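In tetrads Hsp90-3 had 389 ± 86.5 TPM under HS, a log2 fold change of 0.65 (limma voom, adjusted p = 0.444), and Hsp90-4 changed by −0.09 (limma voom, adjusted p = 0.937). The HS effect of Hsp90-3 in post-meiotic and mature pollen exceeded that in tetrads by 3.88 and 4.43 (limma voom, adjusted p = 0.00106 and 0.00138), and that of Hsp90-4 by 5.57 and 6.35 (limma voom, adjusted p = 0.000226 and 0.000728). Hsp90-5 was higher under HS in post-meiotic pollen, with 148 ± 18.8 against 45.7 ± 18.0 TPM (1.49, limma voom, adjusted p = 0.000581), an effect 1.65 larger than in tetrads (limma voom, adjusted p = 0.0222).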

At the proteome level we observed strong differences between the developmental stages. For example, we detected no sHsps in mature pollen but seven sHsps upregulated in tetrads and post-meiotic pollen and three exclusively upregulated in post-meiotic pollen. Surprisingly, the three Hsp60s upregulated in tetrads were downregulated in post-meiotic pollen together with additional four Hsp60s. Downregulation of Hsp60s was not observed in tetrads and mature pollen and seems to be specific for post-meiotic pollen. Additional post-meiotic specific downregulation was observed for members of the Hsp90 and 100 family. The downregulation included Hsp90–3, which had stable protein levels in tetrads and was not detected in mature pollen, as well as Hsp90–1 and ClpB3 that interestingly were upregulated in tetrads. In addition, solely in tetrads we observed an upregulation of ClpB1 and ClpC2. The comparison of the stages has revealed at least for the transcriptomes for some of the families shared regulation among the stages (e.g. sHsp) but also stage dependent regulation of families (e.g. Hsp70). In contrast, at the proteome level nearly no shared regulation between the stages was observed.

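In the interaction test of limma voom with Benjamini-Hochberg adjustment, 9 of 22 sHsps had a larger HS effect in post-meiotic pollen than in tetrads and 6 in mature pollen than in tetrads. The median difference was 2.35 and 2.07 on the log2 scale. Of 20 Hsp70s, 4 and 5 had a larger effect, with median differences of 0.86 and 1.33, and of 7 Hsp90s, 3 and 2. Between post-meiotic and mature pollen 0 members of any family differed. At an unadjusted p under 0.05, 13 members of all families had a larger and 9 a smaller effect in mature than in post-meiotic pollen.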

## Discussion

In this study, we combined MACE and LC-MS/MS experiments to elucidate the transcriptome and proteome of developing tomato pollen under normal growth conditions and after exposure to elevated temperature. Our analyses revealed drastic changes in transcriptome and proteome complexity throughout pollen development and further demonstrated the existence of two translational modes active in developing pollen. The translational modes were defined as direct and delayed translation and shown to possess a preference for specific functional processes within the individual developmental stages. In addition, we provide evidence for a varying HS response between the stages, which became apparent in the number and composition of differentially regulated proteins. Here, especially proteins related to protein synthesis (eIFs and RPs), maintenance (Hsps) and degradation (proteasome subunits) showed an alternative regulation among the developmental stages.

### Transcriptome and proteome alterations during pollen development

We could show that the transcriptome of developing tomato pollen comprises about 12,600 transcripts across the three analyzed stages (Additional file 1: Figure S2A). This number is comparable to the 14,000 genes expressed along the development of pollen in *A. thaliana* [3]. Similar to *A. thaliana* and *O. sativa* [3, 5], we observed a decrease of the transcript number from early (~ 11,000 transcripts in tetrads) to late developmental stages of tomato pollen (~ 5000 transcripts in mature pollen; Table 1). In addition, the transcriptome is largely stage specific as observed by PCA analysis (Fig. 1a). The proteome size we identified for tomato pollen was 1000 protein groups along the course of development (Additional file 1: Figure S2A). This number is smaller than the previously reported 1821 proteins [10]. Possible reasons for this difference could be (i) the difference in the selection of developmental stages (polarized microspores were not analyzed in here), (ii) our high stringency in protein detection (detected in at least two out of three replicates) or (iii) the grouping of proteins into protein groups. With regard to the proteome size of the individual stages we observed an increase of the proteome size from tetrads to mature pollen (Table 1), which is consistent with earlier observations [10].

### The functional relevance of direct and stage-delayed translation in developing pollen

The comparison of the stage-increased transcriptomes and proteomes revealed the modes of direct and delayed translation (Fig. 2a and b). The majority of genes with direct translation in tetrads was assigned to the ‘chaperones & protein turnover’ category (Fig. 7 tetrads direct; Additional file 5: Table S4) including a sHsp, BIP4 of the Hsp70 family as well as two Hsp90s. This finding supports the idea of developmental priming, which aims to protect developing pollen against possible abiotic stresses by the expression of stress-responsive genes like Hsps [10]. Further BiP proteins of the Hsp70 family play an essential role in the correct development of early tomato pollen stages [42]. Similarly, also for genes with delayed translation we observed high assignment to ‘chaperones & protein turnover’ (Fig. 7 tetrads delay; Additional file 5: Table S4). Among these genes we identified a member of the Hsp100 and a member Hsp70 family, which might contribute to a developmental priming of post-meiotic pollen. However, the majority of genes with delayed translation in tetrads was assigned to ‘chromatin structure’ including multiple members of the histone families H2B, H3 and H4. Next to histone modifications, the expression and incorporation of different histones into nucleosomes regulates DNA accessibility and by this affects gene expression with a strong effect on developmental processes [43]. Further supporting a potential role of histones in the development of pollen is the developmental and organ specific expression of different H3 variants in *Zea mays* and *O. sativa* [44].

**Fig. 7:**
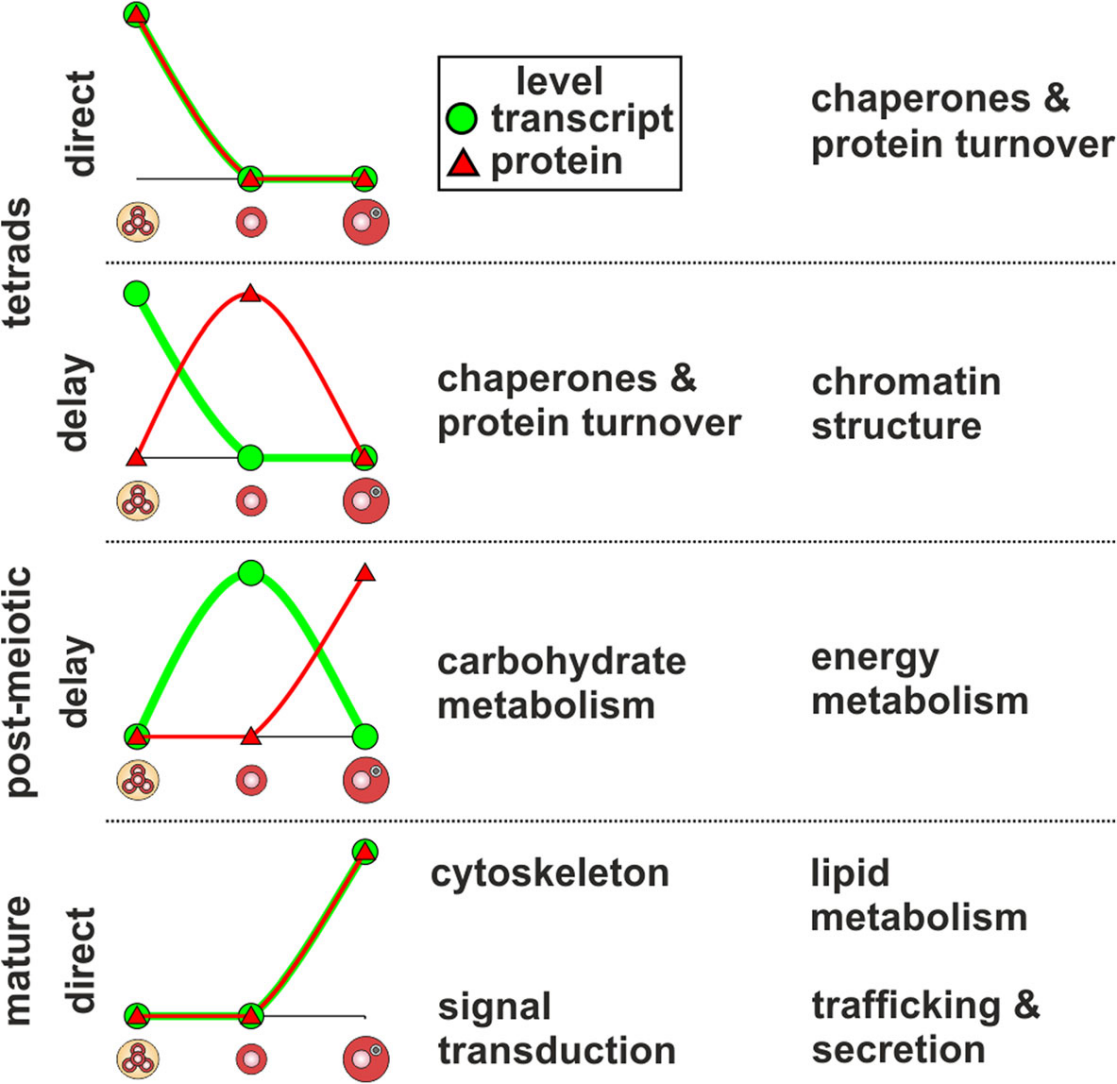
Functional categories and proteins important for development of pollen. Shown are functional categories enriched for genes showing direct or delayed translation in the different pollen stages together with the corresponding transcript and protein levels across the pollen stages

Proteins accumulating in mature pollen by either direct or delayed translation were assigned to different metabolic processes as well as ‘cytoskeleton’, ‘signal transduction’ and ‘trafficking & secretion’ (Fig. 7 post-meiotic delay and mature direct; Additional file 5: Table S4). The enrichment of proteins related to ‘energy metabolism’ and ‘carbohydrate metabolism’ (Fig. 7**,** post-meiotic delay) was also described for mature pollen of *O. sativa* [11], whereas an enrichment of these functions was never detected at the transcriptome level [2, 10]. This phenomenon can be explained by our observation that the transcripts encoding these proteins are synthesized in post-meiotic pollen but translated with a delay during the transition from post-meiotic to mature pollen. Proteins embedded in these functional categories included seven out of ten glycolytic enzymes as well as several ATP synthase subunits reflecting a preparation for the high energy demand of germination and pollen tube growth of mature pollen [45].

The absence of directly translated genes in the post-meiotic pollen and delayed translated genes in the mature pollen results from our definition and experimental set up. In the first case, direct translation was not observed as the number of genes from clusters with post-meiotic increased transcript or protein levels (PM increased in Fig. 2a and b) that fulfilled our criterion of direct translation was too low to exceed our threshold (scaled value of at least 0.5) and by this they were not further analyzed. In the latter case, we did not have proteome information from pollen during or after pollen tube formation, which would be the subsequent stage.

### Pollen viability at elevated temperature

Regarding the response of the individual stages to elevated temperature, we found that mature pollen was the least responsive stage. This finding supports the general assumption that stages after pollen mitosis are relatively tolerant to HS [17]. The different strength of the HS response was most apparent at the proteome level. The number of proteins changed in their abundance is drastically higher for tetrads (~ 30%) and post-meiotic pollen (40%) than for mature pollen (9%, Fig. 4, Additional file 1: Figure S5). In contrast, we observed for all three stages only minor changes at the transcriptome level (Fig. 4), whereby the percentage of upregulated transcripts is comparable to the observed 5% for plant transcriptomes [37].

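In limma voom with Benjamini-Hochberg adjustment, 25 genes were higher and 9 lower under HS in tetrads, 170 and 70 in post-meiotic pollen and 167 and 36 in mature pollen. At an unadjusted p under 0.05, 1835, 2019 and 1659 genes differed, where 831 are expected by chance. The counts depended on the setting. A 2-fold minimum change left 14 higher and 0 lower in tetrads, 93 and 2 in post-meiotic pollen and 99 and 1 in mature pollen. With only the 4 libraries of mature pollen in the fit, 584 genes were higher and 406 lower there. Post-meiotic and mature pollen shared 122 higher genes, tetrads and post-meiotic pollen 21, and 18 were higher at every stage. Table S8 contains 15, 43 and 44 of the higher genes. In tetrads the largest rises were those of Hsp17.7B-CI (Solyc06g076560), with a log2 fold change of 4.97 (limma voom, adjusted p = 0.000197), and Hsp17.4-CII (Solyc08g062340), with 4.89 (limma voom, adjusted p = 4.28e-06). Those in post-meiotic pollen were Hsp21.4-ER (Solyc03g113930) and Solyc03g118060, with 8.13 and 8.09 (limma voom, adjusted p = 8.45e-07 and 2.10e-06). For mature pollen the largest fitted rises were those of Hsp15.7-CII, at least 119-fold higher, and Solyc03g118060, at least 156-fold higher. The largest fitted falls in tetrads were those of Solyc01g109670 (−1.88, limma voom, adjusted p = 0.0488) and Solyc01g104430 (−1.83, limma voom, adjusted p = 0.0253), and neither was called when only the 4 tetrad libraries were in the fit. In post-meiotic pollen Solyc03g006710 was at least 4.58-fold and Solyc01g103550 at least 1.86-fold lower, and in mature pollen Solyc05g053060 at least 6.46-fold and Solyc07g006630 at least 1.75-fold lower. Where a fold change is given as a bound, the place of the gene in this order depends on the prior count of the fit. For genes written by their identifier alone, the paper's tables give no name.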

The different strength in the regulation of transcriptome and proteome in response to elevated temperature supports the general assumption of a low correlation between transcript and protein levels, which was recently also shown for the HS response of soybean roots [46]. 

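Table S7 gives arrows for proteins changed under HS in 2 functional categories, chaperones with protein turnover and translation with ribosomes, so that the counts below hold for these alone. In tetrads 44 of its 72 genes (61.1%) had a transcript log2 fold change in the direction of the protein (Fisher's exact test, 2-sided, p = 0.294), in post-meiotic pollen 57 of 102 (55.9%, Fisher's exact test, p = 0.163) and in mature pollen 19 of 43 (44.2%, Fisher's exact test, p = 0.747). Without Hsps the counts were 29 of 55, 44 of 79 and 19 of 41 (Fisher's exact test, p = 0.788, 0.370 and 1), and the 3 tests with Hsps and the 3 without are not independent. With library size only, which raised most post-meiotic transcripts under HS, 46 of 102 genes there (45.1%) had the same direction. Of the genes with more protein, 7, 11 and 2 also had a higher transcript in limma voom with Benjamini-Hochberg adjustment. Without Hsps these counts were 0, 0 and 2. The tests run over genes, which are not independent replicates.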

Reasons for a low correlation between transcript and protein levels are diverse. On the one hand, the half-life of proteins and their corresponding transcripts can differ [47], which for instance can lead to an earlier decrease of transcript levels towards their initial state. On the other hand, the regulation of translation initiation either enhancing or reducing protein synthesis decouples transcript and protein levels [48]. Thus, the description of response networks requires both, the proteome and the transcriptome level. The proteome level gives an information about the existing response reaction and the transcript level can provide insights into acquired mechanisms.

### The effect of elevated temperature on genes with direct and delayed translation

When analyzing the effect of HS on the protein level of genes with direct and delayed translation we observed for most of the genes no changes in protein abundance after HS. However, for five genes with direct translation in tetrads (Fig. 8 tetrads direct; 54 in total) and nine with direct translation in mature pollen (Fig. 8 mature direct; 53 in total) we observed a drastic reduction of protein levels (Pr1) but no effect on transcript levels (Tr2 to Tr6). Among the five genes with direct translation and HS induced reduction of protein levels in tetrads we identified a glucan endo-1 3-beta-glucosidase (Fig. 8 tetrads direct). This protein is related to cell wall metabolism and was shown to accumulate in response to drought in roots or leaves of a tolerant genotype of wheat, whereas in a sensitive genotype the reduction of the protein was observed [49]. These findings match our observation for tetrads, pointing towards an increased sensitivity of tetrads to abiotic stresses and further emphasizes the assumption of a higher sensitivity of early developmental stages [17]. Among the nine genes with direct translation and HS induced reduction of protein levels in mature pollen we observed two UDP-D-glucuronate 4-epimerases (Fig. 8 mature direct). These proteins belong to one of 11 NDP-sugar-interconversion enzymes families [50] and are required for the synthesis of UDP-D-galacturonate, which is an activated precursor for the synthesis of pectins [51]. Downregulation of these proteins after HS might impair pectin biosynthesis in mature pollen, which is in turn critical for cell wall integrity as well as pollen tube growth [52] and by this could contribute to the reduced germination rate of heat-stressed pollen [53]. Comparable results were shown for members of the UDP-Glucose 4-Epimerase family (UGE), where uge2 and uge3 pollen was incapable of pollination [54].

**Fig. 8:**
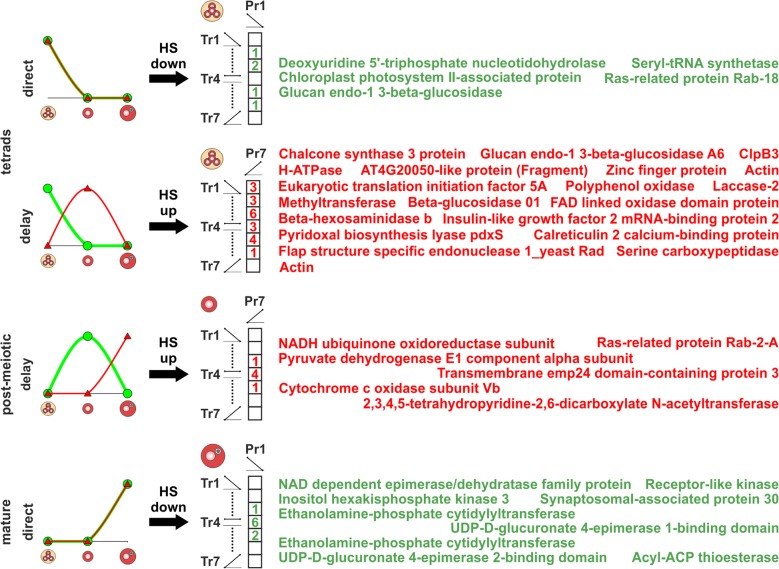
Effect of HS on transcript and protein levels of genes with direct or delayed translation. Genes with direct (green) and delayed translation (red) in tetrads (row 1 and 2), post-meiotic (row 3) and mature pollen (row 4) were analyzed for their regulation at transcriptome and proteome level in response to HS. For this purpose, the genes were traced in the transcript (Tr) and protein clusters (Pr) derived from the clustering of transcript and protein levels across CO and HS. Genes with direct translation were analyzed for HS induced reduction of protein levels (Pr1) and genes with delayed translation for HS induced increase of protein levels (Pr7). Numerals in the cells indicate the number of genes detected in a combination of transcript (Tr1 to Tr7) and protein cluster (Pr1 or Pr7). In addition, the functional description of the genes with HS induced reduction or accumulation of protein levels is shown

Regarding the effect of HS on the protein level of genes with delayed translation, we observed for 20 genes with delayed translation in tetrads (Fig. 8 tetrads delay; 108 in total) and six with delayed translation in post-meiotic pollen (Fig. 8 post-meiotic delay; 223 in total) increased protein levels (Pr7) in response to HS but no increase in transcript abundance (Tr1 to Tr6). Among the 20 genes with delayed translation and HS induced increase of protein levels in tetrads we observed ClpB3 (Fig. 8 tetrads delay). ClpB3 is a plastid localized member of the Hsp100 family and plays an important role in the HS response of plastids [55]. Induction of ClpB3 transcript levels upon HS is a general mechanism and was for example described for different organs of *A. thaliana* seedlings [56] and mixed developmental stages of tomato pollen [57]. 

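In tetrads ClpB3 had 27.2 ± 5.94 TPM under HS against 16.7 TPM under CO, a log2 fold change of 0.64 (standard error 0.31, limma voom, adjusted p = 0.470), with both HS libraries above both CO libraries. In post-meiotic pollen it rose to 32.9 ± 11.0 TPM and in mature pollen from 1.23 ± 0.256 to 19.5 ± 10.2 TPM. The HS effect was larger than that in tetrads by 3.19 in mature pollen (limma voom, adjusted p = 0.0446), a call that was lost with library size only, and by 1.79 in post-meiotic pollen (limma voom, adjusted p = 0.230).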

Surprisingly, for tetrads we observed only a HS induced increase of ClpB3 protein but not of transcript levels, whereas for post-meiotic and mature pollen we observed the transcript increase (Additional file 9: Table S8). We conclude that ClpB3 transcripts present in tetrads but preserved for a delayed translation during the transition from tetrads to post-meiotic pollen, switch to a direct translation during HS. Similarly, we observed for a cytochrome c oxidase and a NADH ubiquinone oxidoreductase subunit, which belong to the genes with delayed translation in post-meiotic pollen, a HS induced upregulation of protein levels in post-meiotic pollen (Fig. 8 post-meiotic delay). Both cytochrome c oxidoreductase and NADH ubiquinone oxidoreductase subunits were shown to have elevated transcript levels in response to HS due to an enhanced respiratory activity [58]. This finding suggests that instead of synthesizing new transcripts upon HS, post-meiotic pollen utilize pre-synthesized transcripts of genes with delayed translation for a direct translation in response to HS.

### The role of protein synthesis, maintenance and degradation in the HS response of pollen

Most affected during heat stress were proteins assigned to ‘chaperones & protein turnover’ or ‘translation & ribosomes’ (Fig. 9; Additional file 8: Table S7). Within these categories we observed several Hsps, proteasome subunits, RPs as well as eIFs, which hints towards a central role of protein synthesis, maintenance and degradation in the response of pollen to HS.

**Fig. 9:**
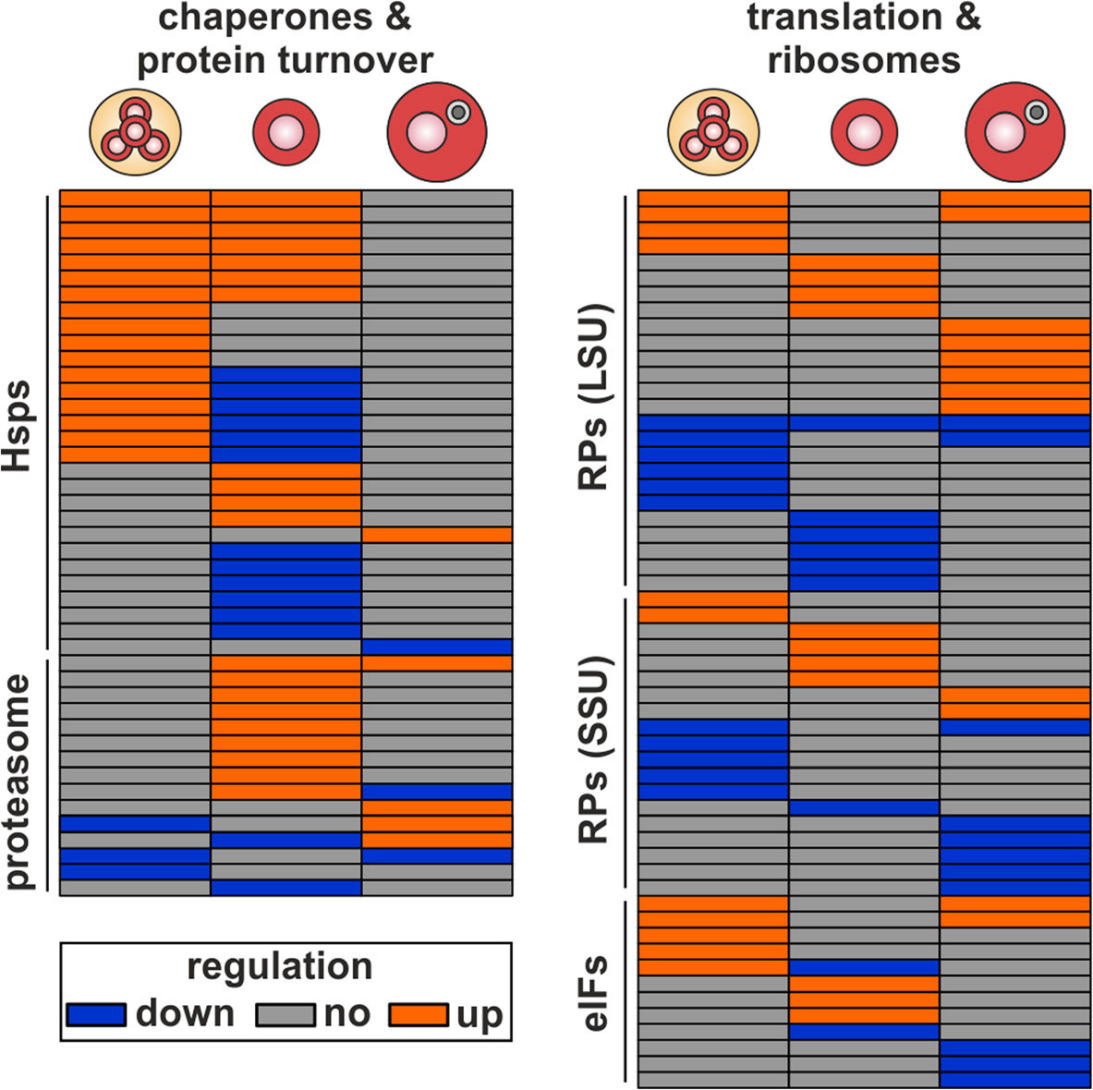
HS response of the chaperone network, the proteasome and the ribosome in pollen. Shown is the HS regulation of proteins belonging to ‘chaperones & protein turnover’ and ‘translation & ribosomes’ is shown for the three developmental stages. Proteins include different Hsps (Hsps), proteasome subunits (proteasome), RPs of the large (LSU) and small subunit (SSU) and eIFs

The upregulation of the 26S proteasome complex in response to stress is described for plants in general [59]. However, a HS induced upregulation of proteasome subunits occurs only in post-meiotic pollen, but not in tetrads or mature pollen.

The abundance of RPs [40] and eIFs [60] generally changes in response to several stresses, including phosphate- and iron-deficiency as well as cold, heat and oxidative stress. Further, eiFs [61] as well as altered ribosome composition [40] were shown to influence selective mRNA translation under stress conditions. The presence of stress-responsive elements, including heat shock elements, was shown in the promoter regions of RPs and might function as starting points for the differential regulation of RPs by Hsfs [39]. The down- and upregulation of RPs as well as eIFs is largely stage-specific (Fig. 9), which might lead to alterations in the translation machinery in the developmental stages and by this contributes to a stage-specific HS responses. For instance in post-meiotic pollen, we observed a downregulation of RPL10 proteins after HS (Additional file 8: Table S7). Interestingly, mutation of *AtRPL10C* (one of the three RPL10 genes in *A. thaliana*) leads to abundance changes of different proteins under UV-B stress, whereby the majority of the proteins is reduced [62]. This finding suggests that the observed reduction of RPL10 proteins in post-meiotic pollen might lead to reduced translation of prioritized mRNAs, which could contribute to the high degree of downregulated proteins in post-meiotic pollen after HS (Fig. 4c). A similar model was proposed by Sormani et al. [63], where the authors propose that the downregulation of a subset of cytosolic RPs under stress leads to reduced translation of certain mRNAs.

After HS several Hsps are accumulated in tetrads and post-meiotic pollen. Additionally, in post-meiotic pollen several Hsps show lower abundance than under CO. In mature pollen, nearly no regulation of Hsps could be observed (Fig. 9; Additional file 8: Table S7). The comparison of the alterations of Hsps at transcript and protein levels in response to HS revealed strong differences especially for post-meiotic and mature pollen (Fig. 6; Additional file 9: Table S8). For instance, in post-meiotic pollen we observed a high degree of downregulated Hsps except for members of the sHsp family, although the transcript levels of these Hsps were not affected or even upregulated under HS. In mature pollen Hsps were found to be enhanced at transcriptional but not at protein level (Fig. 6; Additional file 9: Table S8). We conclude that at the transcriptome level the developmental stages react more or less similar, whereas significant alterations exist at the proteome level. 

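The HS effect differed between post-meiotic pollen and tetrads for 59 genes in the interaction test of limma voom with Benjamini-Hochberg adjustment, and was larger in post-meiotic pollen for 57 of them. It differed between mature pollen and tetrads for 85 genes, with a larger value in mature pollen for 75. Between mature and post-meiotic pollen 0 genes differed, and 1278 had an unadjusted p under 0.05, against 831 expected by chance. A test against a 2-fold minimum change left 26 and 29 genes, and the limma trend fit, chosen after seeing the data, gave 193 between mature pollen and tetrads. From the contrast between Hsp transcripts and Hsp proteins in post-meiotic and mature pollen, the paper concludes that the stages respond to HS in a largely similar way in the transcriptome and differ in the proteome.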

Here, tetrads showed the most active HS response, whereas for post-meiotic and mature pollen only a diminished or no response, respectively, was observed. These latter findings are in accordance with the general assumption of a diminished Hsp activation in mature pollen after HS [17].

It is well established that Hsfs regulate the heat stress response in plants [23]. However, as transcription factors are low abundant proteins they largely escaped proteomic detection [24]. The ‘master regulator’ HsfA1a [24, 64, 65] was detected at least at the transcriptome level in tetrads and post-meiotic pollen (Additional file 9: Table S8). After application of elevated temperatures HsfA2 is present in all three analyzed stages. Interestingly, other Hsfs seem to respond to HS in a stage-specific manner. While HsfB1 appears in post-meiotic and mature pollen, HsfB2b occurs in tetrads and post-meiotic pollen. In addition, HsfA7 (tetrads) and HsfA3 (post-meiotic) are even more stage-specific.

## Conclusions

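Under CO, 5562 genes were higher and 5568 lower in post-meiotic pollen than in tetrads in limma voom with Benjamini-Hochberg adjustment, and 3452 were higher and 3023 lower in mature than in post-meiotic pollen. These calls count changes relative to TMM scaling. In post-meiotic pollen against tetrads, library size only gave 3329 higher and 7726 lower, and median-of-ratios factors 3820 and 7345. With library size only, 1319 genes were higher and 11200 lower in mature than in post-meiotic pollen. The largest fitted rises in post-meiotic pollen were those of Solyc05g031600 and Solyc02g062860, at least 53.6-fold and at least 35.3-fold higher, and the largest falls those of Solyc06g035820, at least 144-fold lower, and Solyc11g028070, with a log2 fold change of −7.70 (limma voom, adjusted p = 2.54e-08). In mature pollen Solyc05g055500 rose 508.5-fold against a post-meiotic level of 3 reads, and Solyc06g036180 rose at least 139.9-fold. Solyc05g055500 had 0 and 3 reads in post-meiotic pollen. Leaving out 1 library lowered its fitted log2 fold change from 10.15 to 8.96, so that 508.5 is no lower limit. Solyc07g065350 and Solyc06g068890 were at least 10.7-fold and at least 18.6-fold lower. For genes given with a bound, the order depends on the prior count of the fit. The paper's tables give no names for these genes.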

The development of pollen is accompanied by drastic changes in the composition and sizes of transcriptome and proteome. Here, we identified two translational modes active in developing pollen, namely direct and delayed translation. Delayed translation might in part explain the weak correlation of transcriptome and proteome of different pollen stages [11, 12], as transcripts are synthesized but not directly translated into proteins in the same stage. Similarly, delayed translation could explain the under-representation of transcripts and simultaneous over-representation of proteins related to “energy metabolism” and “carbohydrate metabolism” in mature pollen [11, 12], as both processes were enriched among the genes with delayed translation in post-meiotic pollen (Fig. 7, post-meiotic delay). Further, pollen responds to elevated temperatures mainly at the proteome level, whereas the response of the transcriptome is rather marginal. Proteins differentially regulated at elevated temperatures are primarily related to synthesis, proper folding and degradation of proteins (Fig. 9). Taken together these findings suggest that, except for Hsfs and Hsps, during HS protein levels are regulated by an interplay of protein synthesis and degradation than by down- or upregulation of transcript levels.

## Methods

### Plant material, stress treatment and pollen analysis

Tomato plants (*Solanum lycopersicum* cv. Red Setter) were in the glasshouse facility of ALSIA – Research Center Metapontum Agrobios (Metaponto, Italy) grown under controlled conditions (12 h light-dark cycle with a day temperature of 25 °C and night temperature of 18–20 °C, and relative humidity at 65–70%). The solar radiation in the greenhouse was supplemented to at least 190 μmol photons m^− 2^ s^− 1^ after the appearance of the first inflorescence.

Treatments were performed as described by Bokszczanin et al. [66]. Plants were transferred in a preheated growth chamber and exposed to 38 °C for 1 h (Photosynthetically active radiation (PAR) = 85,927 ± 4,7 μmol photons m^− 2^ s^− 1^). Following the treatment, the temperature was gradually decreased to 25 °C within 30 min and plants were allowed to recover for an additional hour at 25 °C. Untreated plants were kept in the growth chamber for the same time period at 25 °C. Flower buds and open flowers were harvested 1.5 h after HS or at the same time from control plants.

As described by Bokszczanin et al. [66] tomato flowers buds were sorted according to the corresponding pollen stages as follow: 4–6 mm length for tetrad (T) (meiotic stage/microspore mother cell), 6–8 mm in length for post-meiotic (PM) stage (microspores), and > 10 mm in length for mature (M) (bicellular pollen) pollen grains.

Sepals, petals and the stigma and the style were removed using forceps. Anthers containing pollen were immersed in chilled germination solution [KNO_3_ (1 mM); Ca(NO_3_)_2_ (3 mM); MgSO_4_ (0,8 mM), H_3_BO_3_ (1,6 mM)] and kept on prior to pollen isolation and purification.

Pollen was isolated from anthers by squeezing the stamens with a 200 μl pipette tip in the germination solution, followed by vortexing for 15 s. Pollen was passed through gauze cloth, washed twice with germination solution, and centrifuged at 4 °C for 2 min at 100×g, followed by short spin to sediment the isolated pollen grains. The pellet was resuspended in 200 μl of germination solution, followed by centrifugation at 100 g for 2 min at 4 °C, and followed by short spin. The supernatant was discarded and samples preserved in liquid nitrogen. Prior to centrifugation the pollen stage and purity were confirmed using staining with 1 μg mL^− 1^ DAPI and visualized under a fluorescent microscope.

Control and heat-stressed pollen samples were collected from three independent experiments performed during three consecutive days. Samples derived from one day were treated as biological replicates.

### RNA isolation and MACE sequencing

RNA was isolated from two biological replicates per developmental stage and condition using the Macherey-Nagel NucleoSpin miRNA isolation kit according to manufacturer’s protocol. From the two resulting fractions the one comprising the large RNA (> 200 nt) was used for the next steps. MACE libraries were prepared based on the protocol of Bokszczanin et al. [66] using the proprietary TrueQuant technology for elimination of PCR bias [34]. Poly-adenylated RNA was extracted with Dynabeads mRNA Purification kit (Life Technologies) and reverse transcribed with SuperScript Double-Stranded cDNA Synthesis Kit (Life Technologies) using biotinylated poly(dT) primers. Fragmentation of cDNA was conducted with Bioruptor (Diagenode) which yielded an average size of 250 bp. Biotinylated cDNA ends were captured by Dynabeads M-270 Streptavidin Beads (Life Technologies) and ligated with T4 DNA Ligase 1 (NEB) to modified adapters (TrueQuant, GenXPro). PCR amplification was performed with KAPA HiFi Hot-Start Polymerase (KAPA Biosystems), purified by Agencourt AMPure XP beads (Beckman Coulter) and sequenced with HiSeq2000 (Illumina).

### Read alignment and transcript quantification

The 12 MACE libraries were aligned to the genome of tomato (version ITAG2.4, cv. Heinz) provided by the Sol Genomics Network (SGN; [67]). For the alignment we used NextGenMap (version 0.4.12; [68]) in single-end mode with default parameters except for the following modifications: --kmer-skip 1, −-silent-clip and --no-unal. Read alignments with an edit distance (sum of insertions, deletions and mismatches) greater than two were excluded afterwards. For quantification of transcript levels we counted reads for all genes annotated in the Generic feature format version 3 (GFF3) file of tomato with htseq-count of the High-Throughput Sequencing python framework (HTSeq; [69]). Here, we were not distinguishing between different isoforms as only a single isoform is annotated for all genes in the ITAG2.4. To account for differing sequencing depths between the MACE libraries we calculated TPM values for all genes. For this purpose, we first divided the read counts of all genes by the number of aligned reads for each library, followed by a multiplication with one million. Further, to determine if a gene was actually detected at the transcriptome level, we determined a threshold based on the established method of Loraine et al. [35] by analyzing the TPM values of genes encoding for LHC proteins (Additional file 1: Figure S1), which are not supposed to be detected due to the absence of chloroplasts in pollen. Here, we observed values up to 4.3 TPM, which led to a threshold of 5 TPM. All genes with TPM values below the threshold were subsequently set to 0 and marked as not expressed. The applied cutoff is in agreement with a previous pollen study in *A. thaliana*, where also a threshold of 5 TPM was required to identify a gene at the transcriptome level [35]. Further only genes identified in both biological replicates were determined as detected.

### Protein extraction and quantitative proteome analysis

Proteins were extracted and analyzed as previously described [70, 71]. Pollen samples were freeze-dried and ground for 2 min in a shaking mill using steel balls (2 mm diameter). The homogenized pollen sample was resuspended in 200 μL of protein extraction buffer (100 mM Tris- HCl, pH 8.0; 5% SDS, 10% glycerol; 10 mM DTT; 1% plant protease inhibitor cocktail (Sigma P9599) and incubated at room temperature for 5 min followed by incubation for 2.5 min at 95 °C and centrifugation at 21000×g for 5 min at room temperature. The supernatant was carefully transferred to a new tube. Two-hundred microliters of 1.4 M sucrose was added to the supernatant and proteins were extracted twice with 200 μL TE buffer-equilibrated phenol followed by counter extraction with 400 μL of 0.7 M sucrose. Phenol phases were combined and subsequently mixed with 2.5 volumes of 0.1 M ammonium acetate in methanol for precipitation of proteins. After 16 h of incubation at − 20 °C, samples were centrifuged for 5 min at 5000×g. The pellet was washed twice with 0.1 M ammonium acetate, once with acetone and air-dried at room temperature. The pellet was redissolved in 6 M Urea and 5% SDS and protein concentration was determined using the bicinchoninic acid assay. Proteins were prefractionated by SDS-PAGE. Forty micrograms of total protein were loaded onto a gel and run for 1.5 cm. Gels were fixed and stained with methanol: acetic acid: water: Coomassie Brilliant Blue R-250 (40:10:50:0.001). Gels were destained in methanol: water (40:60) and then each lane was divided into two fractions.

Gel pieces were destained, equilibrated and digested with trypsin, desalted and concentrated as previously described [71, 72]. Prior to mass spectrometric measurement, the tryptic peptide pellets were dissolved in 4% (*v*/v) acetonitrile, 0.1% (v/v) formic acid. 10 μg of digested peptides were injected into a one dimensional (1D) nano-flow LC-MS/MS system equipped with a pre-column (Eksigent, Germany). Peptides were eluted using an Ascentis column (Ascentis Express, peptide ES-C18 HPLC column (SUPELCO Analytical, USA), dimension 15 cm × 100 μm, pore size 2.7 μm) during a 80 min gradient from 5 to 50% (v/v) acetonitrile, 0.1% (v/v) formic acid. MS analysis was performed on an Orbitrap LTQ XL mass spectrometer (Thermo, Germany) with a controlled flow rate of 500 nL per minute. Specific tune settings for the MS were as follows: spray voltage was set to 1.8 kV; temperature of the heated transfer capillary was set to 180 °C. Each full MS scan was followed by ten MS/MS scans, in which the ten most abundant peptide molecular ions were dynamically selected, with a dynamic exclusion window set to 90 s. Ion with a + 1 or unidentified charge state in the full MS were omitted from MS/MS analysis.

### Label-free quantification of proteins

The mass spectra of the 18 LC-MS/MS libraries were screened against the tomato proteome, available from the SGN, and quantified with MaxQuant (version 1.5.4.1; [36]) using default parameters. As output MaxQuant reported LFQ intensities for all detected protein groups (proteins that share the same identified peptides), which reflect relative protein amounts comparable between the libraries analyzed in a MaxQuant run. Protein groups were expected to be present if they were identified in at least two out of three biological replicates.

### PCA and cluster analyses

The PCA was performed with the R-package FactoMineR (version 1.33; [73]) on either the TPM values (Transcriptomics) or the LFQ intensities (Proteomics) of all detected genes and protein groups, respectively. This procedure provided first insights in the developmental and conditional behavior at transcriptome and proteome level. For more detailed insights, we performed two k-means clustering approaches with the Multiple Experiment Viewer (MeV; [74]). Before clustering, we averaged TPM values and LFQ intensities of biological replicates for all detected genes and protein groups, whereby replicates with a value of zero were not taken into account. To determine the most appropriate number of clusters (k) to be produced, we created for each run a figure of merit (FOM). A FOM indicates the information gain in relation to an increasing number of clusters, whereby at some point with an additional cluster no more gain is achieved. Based on this knowledge, we determined the number of clusters leading to the last substantial gain of information and used this number for clustering. In the first clustering approach (k = 15) genes and protein groups were clustered independently based on their relative TPM values or LFQ intensities across the three developmental stages under CO. In the second clustering approach (k = 7) the genes and protein groups were clustered based on their relative TPM values and LFQ intensities across CO and HS for each developmental stage separately. Due to the fact that k-means clustering is non-deterministic, we performed for each approach (k = 15 or k = 7) 25 clusterings to subsequently determine the clustering with the lowest variance. In brief, for each clustering we calculated the averaged variance of all clusters, whereby the variance of a cluster was computed as the averaged variance of all samples in a cluster (a sample corresponds to a developmental stage or condition).

### Identification of direct and delayed translation in pollen

To analyze the behavior of genes at both transcript and protein level along the course of development, we first took the transcript and protein clusters obtained from the first clustering approach (developmental stages under CO) and created an overlap matrix, which indicated the overlap of genes between transcript and protein clusters (Additional file 1: Figure S4). For example matrix entry a_ij_ tells us the number of genes with a transcript in transcript cluster i and a protein in protein cluster j. Further, we classified subsets of the transcript and protein clusters as stage-increased (Tetrad, T; Post meiotic, PM; mature, M) if the respective stage covered two-thirds of the relative abundance in the cluster profiles. Next, we scaled the overlap of stage-increased transcript clusters (T, PM and M) with each protein cluster between 0 (minimum overlap) and 1 (maximum overlap) by linear transformation. In a similar manner we proceeded with the stage-increased protein clusters to identify transcript clusters with a high overlap. Among the overlaps with a value greater than 0.5 we observed mainly two modes of translation. The first mode implies a direct translation, at which an increase of the transcript level is directly accompanied by an increase of the protein level in the same developmental stage. Contrary, in the second mode we observed a delayed translation. Here, an increase of the transcript level and the corresponding increase of the protein level are shifted by one developmental stage. Based on this, we classified the genes as having either direct or delayed translation.

### Transcriptome and proteome changes upon HS

To compare the HS response of genes at the transcriptome and proteome level, we took the transcript and protein clusters obtained from the second clustering approach (CO and HS for each developmental stage) and calculated for each developmental stage an overlap matrix comprising genes shared between the transcript and protein clusters (shared genes). Here, clusters were ordered from a high abundance in CO to a high abundance in HS (Additional file 1: Figure S5). Next, we determined for each transcript and protein cluster the total number of shared genes. On the one hand by calculating the sum of each row (transcript clusters) and on the other hand by calculating the sum of each column (protein clusters). We then fitted on the number of shared genes distributed among the transcript and protein clusters, respectively. In addition, we performed this analysis on the complete transcript clustering without the restriction of a detected protein. The findings of this step were verified by analyzing the TPM log_2_-ratios of HS to CO (Additional file 1: Figure S6).

### Functional classification

Functional classification was carried out for genes showing direct or delayed translation in a developmental stage as well as genes up- or downregulated upon HS at the proteome level. In a first step we assigned functional categories of the KOG annotation to all annotated genes via the web server for metagenomic analysis (WebMGA; [75]) if possible. Then, we calculated for each group of genes the percentage of genes assigned to a certain functional category. In the calculation we excluded genes with no assigned category as well as those assigned to the categories R (general function prediction only) and S (function unknown) but allowed the assignment of a single gene to multiple categories by counting the gene twice or more. For simplification, in the figures only categories with more than 5% assigned genes are shown.

### Effect of HS on the Hsp and Hsf families at transcriptome and proteome level

To analyze the effect of HS on the Hsp and Hsf families we first identified all previously described family members [19] in the transcript and protein clusters of all developmental stages. In the case of protein clusters, we only considered Hsps with an identified transcript. Next, we defined the members with respect to their assignment in the HS clustering (Additional file 6: Table S5) as either downregulated (clusters Tr1 and Pr1), showing stable levels (clusters Tr2 to Tr6 and Pr2 to Pr6) or as upregulated (clusters Tr7 and Pr7). In the final step we calculated for each family the percentage of members identified with an additional distinction regarding their regulation for each developmental stage in pollen.

## Additional files

Additional file 1: **Figure S1.** Threshold estimation based on light-harvesting complex genes. **Figure S2.** Differences between developmental stages in transcriptome and proteome content. **Figure S3.** PCA plots (PC1 and 2) of pollen developmental stages under CO and HS. **Figure S4.** Overlap matrix of transcript and protein development clusters. **Figure S5.** Overlap matrix of transcript and protein HS clusters. **Figure S6.** log_2_ fold change distribution of transcript levels between HS and CO.

Additional file 2: **Table S1.** Number of detected transcripts and protein groups in MACE and LC-MS/MS experiments for the biological replicates of pollen in tetrad, post-meiotic and mature stage under CO and HS.

Additional file 3: **Table S2**. Transcriptomic and proteomic development clusters and genes assigned to them.

Additional file 4: **Table S3.** Functional categories observed in this study.

Additional file 5: **Table S4.** List of genes showing direct and delayed translation in pollen developmental stages.

Additional file 6: **Table S5.** Transcriptomic and proteomic HS clusters and genes assigned to them.

Additional file 7: **Table S6.** List of proteins down- and upregulated after HS in pollen developmental stages.

Additional file 8: **Table S7.** List of proteins from “chaperones & protein turnover” and “translation & ribosomes” category that are differentially regulated in pollen developmental stages after HS.

Additional file 9: **Table S8.** List of Hsfs and Hsps with their HS regulation at transcriptome and proteome level in pollen developmental stages.

## Abbreviations

eiF: Eukaryotic translation initiation factor
HS: Heat stress
Hsf: Heat stress transcription factor
Hsp: Heat shock protein
KOG: Eukaryotic orthologous groups
LC-MS/MS: Liquid chromatography tandem-mass spectrometry
LFQ: Label-free quantification
MACE: Massive analysis of cDNA ends
PCA: Principal component analysis
RP: Ribosomal protein
TPM: Transcripts per million

How the deposited data were processed for this re-analysis (not part of the article)

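Gene expression was measured by MACE, which sequences cDNA ends beside the poly(A) tail, in 12 libraries of tomato pollen of the cultivar Red Setter. There were 2 libraries for each of 3 stages (tetrads, post-meiotic and mature pollen) under control conditions (CO, 25 °C) and after heat stress (HS, 38 °C for 1 h with 1.5 h of recovery). As the paper's methods describe, the authors removed PCR copies with the TrueQuant technology, sequenced on a HiSeq2000, aligned the reads with NextGenMap to the ITAG2.4 genome of the cultivar Heinz, removed alignments with an edit distance above 2 and counted reads on genes with htseq-count. The deposited read counts are whole numbers per gene. The deposited TPM values were made by the authors from these counts, divided by the aligned reads of the library without any gene length, with values under 5 set to 0. Each 0 in the TPM table was checked to be a gene whose count gives under 5 TPM. The proteome was taken from the paper's supplementary tables and was not analysed here beyond them. Table S2's protein sheet is complete, while the copy of its transcript sheet holds only part of the genes, and so does that of Table S5 for its largest clusters. These were not used for gene lists. Clusters Tr1 and Tr7 of Table S5 are complete, and their sizes were used.

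Libraries held 2009779 to 4767760 reads counted on genes. A detected gene had 5 TPM or more in both replicates. Principal components were computed on the TPM values of 13284 genes scaled to unit variance. K-means clustering used the best of 25 starts, with k = 15 for development and k = 7 for HS in each stage, on mean TPM divided by the sum of a gene over groups, with undetected groups set to 0. Clusters were assigned to a stage when that stage held at least 0.66 of the mean profile. Detected genes per library were compared between stages with exact permutation tests, and the direction of transcripts and HS-regulated proteins with Fisher's exact test (scipy 1.17.1).

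The design named a quasi-likelihood count test for differences between groups. In its place limma 3.58.1 with voom precision weights was used in R 4.3.3. TMM factors were computed with trims of 30 percent on fold changes and 5 percent on levels. Genes were kept with the equivalent of 10 reads in a library of median size in at least 2 libraries and at least 15 reads in all, which left 16622 genes. A single fit of 12 libraries had 6 groups, and contrasts gave the stage differences under CO, the HS effect in each stage and the differences of the HS effect between stages (interactions). P-values were adjusted with the Benjamini-Hochberg method over all genes tested, and for the 178 tested genes of Table S8 also over that list alone. A group whose libraries all had at most 3 reads for a gene was treated as at the floor, and its fold changes are given as bounds. These set the group to 3 reads per library, which limits the counting error only where no read was counted. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9 and data.table 1.17.8.

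The limma voom procedure was tested on simulated data with 200 changed genes per stage in 4 draws. All genes had the same dispersion of 0.05, and genes with few expected reads were left out of the changed set. Noise that differs between genes or stages was not simulated, so that the shares below hold for this setting. It recovered 65.4% of the changed genes in tetrads, 62.9% in post-meiotic and 59.0% in mature pollen. False calls made up 4.21%, 7.88% and 21.7% of the calls, and 2.05%, 2.85% and 1.98% among genes with at least 10 reads on average. Of simulated 2-fold changes, 11.1%, 9.71% and 11.3% were recovered, and of 4-fold changes 85.2%, 84.4% and 75.4%. In the clustering test the k-means step placed 200 of 200 raised genes in the highest cluster. These genes were drawn with nearly all of their level under HS, far from the unchanged genes, which fixed the outcome in advance. It checks the code and does not show that smaller rises are found.

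Alternatives covered the detection threshold, the scaling, the numbers of clusters, the handling of undetected groups, the filter on low counts, a minimum fold change, the libraries in the fit, the replicate number as a block, precision weights and leaving out a replicate. Genes of the light-harvesting complex, from which the authors set the threshold, were not analysed here, since the annotation at hand names genes in another system, with 0 of its 41476 entries carrying the identifiers of the counts. Sentences on the proteome alone were left without values.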

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

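All tests of explanations in this part were chosen after the results were seen.

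In the first HS replicate of tetrads 65.3% of the aligned reads were counted on genes, and its gap to the nearest of the other tetrad libraries was 0.849 of the range, above Dixon's critical value for 4 libraries at the 95 percent level. Over 12 such checks 1 was above the critical value, and about 1 in 20 is above it by chance. No explanation was tested, technical or biological.

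The HS effect differed between post-meiotic pollen and tetrads for 59 genes and between mature pollen and tetrads for 85 in the interaction test of limma voom with Benjamini-Hochberg adjustment. Of 31 named genes, 15 had such a difference, with 25 differences in all. On the log2 scale the effect exceeded that in tetrads by 3.97 for HsfA7 and by 3.19 for ClpB3 in mature pollen, and by 3.98 for HsfB1, 1.65 for Hsp90-5 and 4.42 for Hsp21.4-ER in post-meiotic pollen. In post-meiotic and mature pollen it was larger by 2.31 and 2.88 for ClpD, 3.88 and 4.43 for Hsp90-3, 5.57 and 6.35 for Hsp90-4, 5.22 and 4.69 for Hsp70-5, 5.24 and 5.93 for Hsp70-6, 4.46 and 4.70 for Hsp70-8, 3.14 and 5.61 for BIP3, 3.78 and 3.82 for Hsp23.8-MI, 5.71 and 6.48 for Hsp15.7-CII and 7.01 and 5.52 for Hsp26.3-MII. For HsfA7, for BIP3 and Hsp15.7-CII in mature pollen and for Hsp26.3-MII in post-meiotic pollen, a group had at most 3 reads per library, and the size depends on the prior count of the fit.

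The 2 technical explanations that were tested gave these values. A shift from scaling between stages was examined with library size only, where 69 and 80 genes passed. For post-meiotic pollen this setting raised the median difference from tetrads over all genes from 0.03 to 0.19. It could thus hardly remove calls of a larger effect there, and the 55 of 57 genes that passed decide nothing. For mature pollen it lowered that median from 0.05 to −0.07, and 59 of the 75 genes with a larger effect passed. This argues against a shift of that size for most of those 75 genes. A higher CO level in tetrads was present, since 21 of 22 sHsps were lower in post-meiotic pollen under CO. As the whole cause it would leave the HS levels equal, yet these were higher in post-meiotic pollen for 18 of 22 sHsps, with a median log2 difference of 1.43 under TMM scaling and 0.93 on the TPM scale. This covers sHsps only. On the TPM scale 15 of 20 Hsp70s, 6 of 7 Hsp90s and 4 of 6 Hsp100s were also higher there under HS. Hsp70-5, however, had 256 ± 4.66 TPM there and 373 ± 96.6 TPM in tetrads, and Hsp90-4 had 229.6 ± 88.0 and 181.5 ± 45.3 TPM. The explanation stays open for such genes. For mature pollen the explanation cannot be decided, because the median difference of the sHsps was 2.05 under TMM scaling and −0.37 on the TPM scale, where 8 of 22 sHsps were higher than in tetrads under HS. The sign also depended on the scale for Hsp70s (1.41 and −0.99) and Hsp100s (0.87 and −1.37). For Hsp90s both medians were below 0 (−0.12 and −2.52), which leaves the explanation open. RNA from other cells of the anther, reads shared between similar Hsp genes and a mislabelled library were not tested. A stronger induction at the later stages remains a hypothesis, found and tested on the same data.

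In post-meiotic pollen 22 genes and in mature pollen 44 genes that were detected neither under CO nor under HS, and so outside the paper's clusters, were higher under HS in limma voom with Benjamini-Hochberg adjustment. Their mean reads were at most 21.75 and 14.25. False calls at few reads were weighed against simulated draws without such changes. For genes with fewer than 5 reads on average, 4 calls in post-meiotic and 20 in mature pollen stood against up to 5 and 25 in a simulated draw, so that false calls are a candidate explanation for these. For genes with 5 reads or more on average, 18 and 24 calls stood against at most 1 and 0. Every simulated gene had the same dispersion of 0.05, and noise that differs between genes or stages could add false calls. The draws thus argue against false calls at that dispersion only. Reads shared between paralogs were not tested. A true response of weakly transcribed genes to HS stays open for that group.

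HsfA7 is among these genes, with 0 reads under CO and at least 4.84-fold more under HS in post-meiotic pollen and at least 8.12-fold more in mature pollen. Both HS libraries of each stage had reads and neither CO library did. With 14 to 16 reads per HS library it belongs to the genes with 5 reads or more on average, where the calls in mature pollen were 24 against 0 in the simulated draws. RNA from other cells was not tested.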

How the results depend on the processing

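The alternatives were set before the data were examined, except the limma trend fit without precision weights, the restriction to genes with at least 10 reads on average and the 25 other starts of the clustering, which were chosen after seeing the data. The DESeq2 alternative was not run, nor was any edgeR test. Their scaling by median-of-ratios factors, filter and 2-fold minimum change were carried over to limma voom, which also replaced the quasi-likelihood test of the design. A count was said to stay the same within a factor of 1.5 of the main count, and a test when its sign and call did. Other values had to lie within their SD. Over 59 main results with both replicates kept, 347 values were computed, of which 273 stayed the same by these rules and 74 moved. For 191 results on single genes and families, 1361 of 1457 values stayed the same, 44 lost and 15 gained a call, 28 moved and 9 changed sign. With one replicate left out, 71 of 74 values of 37 main results stayed the same and 3 moved, and of 352 values for 176 single genes and families 245 stayed the same and 107 moved. Several alternatives moved none of the main results they were applied to by these rules. They were subsampling to the smallest library, 25 other starts, scaling to the reads counted on genes and detection in either replicate. The others were 5 or 9 clusters for HS, a fixed 2-fold change and genes with at least 10 reads on average. Values could still change within the rules. Detected tetrad transcripts under CO went from 11168 to 12650 with detection in either replicate.

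At 1 TPM, 13305 transcripts were detected in post-meiotic pollen under CO (8678 at 5 TPM), 9492 in mature pollen under CO (5559) and 9295 under HS (5293), and 8659 and 8510 at all stages under CO and HS. At 10 TPM the last pair was 2835 and 2679. With TMM factors 8696 and 8087 were detected in mature pollen. Without scaling to unit variance PC1, PC2 and PC3 held 82.7%, 14.8% and 0.932% of the variance, on log2(TPM + 1) 67.9%, 23.2% and 2.36% and with all genes with a read 47.7%, 21.2% and 6.79%. With values under 5 TPM set to 0, PC1 and PC3 held 55.7% and 4.01%. Post-meiotic-increased clusters held 605 genes with k = 10 and 356 with the mean TPM of undetected groups kept (1002 otherwise). Genes there with a protein numbered 24 with k = 10, 57 with k = 20, 64 by each gene's own profile and 36 with undetected means kept (117), and those of the mature clusters 24 with k = 10 (58).

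In the clusters for HS, keeping the mean TPM of undetected groups gave Tr7 49 genes in tetrads, 107 in post-meiotic and 99 in mature pollen, and Tr1 470 in post-meiotic and 307 in mature pollen. With genes detected in both conditions Tr7 held 23, 56 and 37 and Tr1 in mature pollen 205. With TMM factors Tr7 in post-meiotic pollen held 597, and Tr1 469 there and 995 in mature pollen. In post-meiotic pollen Tr7 ranged from 656 to 1631 and Tr1 from 309 to 443 across the 2 fits that each left out one replicate. Of the Table S4 genes with delayed translation in post-meiotic pollen, 37 were highest there with TMM factors (137 with TPM).

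Between stages under CO, library size only gave 3329 genes higher in post-meiotic pollen than in tetrads (5562 with TMM), and 1319 higher and 11200 lower in mature than in post-meiotic pollen (3452 and 3023). Without a filter on low counts 7191 were higher in mature pollen. With a 2-fold minimum change 2715 were higher and 3127 lower in post-meiotic pollen, and 1623 higher and 359 lower in mature pollen. Among the calls in post-meiotic pollen against tetrads 50.0% were higher, 34.2% with median-of-ratios factors and 30.1% with library size only. In mature against post-meiotic pollen 53.3% were higher, and 10.5% with library size only. For HS the share was 73.5% in tetrads, 61.9% with median-of-ratios factors and 90.0% with library size only, and in post-meiotic pollen 70.8% and 83.3% with library size only. For the interaction of mature pollen and tetrads it was 88.2% and 78.8%. Median-of-ratios factors moved the median of all genes between post-meiotic pollen and tetrads to −0.58.

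Under HS the 9 lower genes of tetrads became 16 with median-of-ratios factors, 3 with library size only, 3 with the replicate number as a block, 3 in the limma trend fit, 0 with a 2-fold minimum change and 0 with only the libraries of the groups compared, where 1367 genes had an unadjusted p under 0.05. In post-meiotic pollen the 70 lower genes became 41 with library size only, 23 in the trend fit, 2 with the minimum change and 8 with only the groups compared, and the 170 higher genes 93 and 103 in the last 2 settings. In mature pollen the trend fit gave 355 higher and 265 lower, only the groups compared 584 and 406, and the minimum change 99 and 1 (167 and 36). The minimum change left 14 higher genes in tetrads (25), and 15 Hsp and Hsf members adjusted over the list alone (30). Interactions past the threshold were 26 of post-meiotic pollen with tetrads with the minimum change and 28 with only the groups compared (59), and 29 of mature pollen with tetrads with the minimum change and 193 in the trend fit (85). Between mature and post-meiotic pollen there were 2 without a filter and 3 in the trend fit, against 0 with 1278 genes at an unadjusted p under 0.05. Replicate numbers did not pair the libraries: the correlations of replicate differences between groups ran from −0.245 to 0.0991, and the files do not tell which day a library comes from.

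Signs changed for small effects that passed no test. With library size only, the log2 fold change of HsfA1a, HS vs CO, post-meiotic went from −0.12 to 0.10, the log2 fold change of HsfA5, HS vs CO, post-meiotic from −0.08 to 0.14 and the log2 fold change of Hsp90-1, HS vs CO, mature from 0.02 to −0.0322. The log2 fold change of HsfA5, HS vs CO, tetrad, at 0.00105, was −0.0612 with median-of-ratios factors, −0.00943 without a filter and −0.00289 in the trend fit. The log2 fold change of Hsp90-4, mature CO vs post-meiotic CO went from 0.40 to −1.22 and the log2 fold change of Hsp70-5, mature CO vs post-meiotic CO from 0.98 to −0.65 with library size only. The log2 fold change of Hsp23.8-MI, mature CO vs post-meiotic CO went from −0.02 to 0.0231 with only the libraries of the groups compared.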

Differences from the paper's values

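Table S4 names 32 genes with direct translation in tetrads, against the paper's 54, 63 with delayed translation in tetrads against the paper's 108, and 33 with direct translation in mature pollen against the paper's 53. Table S4 holds only genes with a functional category, a limit the text's numbers are not given with, so that the 2 numbers need not count the same set. No alternative applies to these counts of listed genes.

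The strongest upregulated cluster under HS held 5.74% of the genes in tetrads, and the paper's value is 3%. None of the alternatives set before the data were examined closed the gap, with 0.414% when the mean TPM of undetected groups was kept and 0.220% with genes detected in both conditions on the other side of it. In post-meiotic pollen it held 10.5% against the paper's 3%. The SD between replicates was 6.39 percentage points there. With undetected means kept (1.11%), with genes detected in both conditions (0.666%), with TMM factors (5.96%) and without replicate 1 (6.45%) the value was less than this SD from the paper's, and with 5 or 9 clusters, a threshold of 10 TPM (12.2%), a fixed 2-fold change (11.5%) or without replicate 2 (15.5%) it was further away. In mature pollen it held 4.98%, where the paper gives less than 1%. Only genes detected in both conditions (0.739%) closed this gap, while 1.69% with undetected means kept and the other alternatives set before the data were examined did not. Cluster Tr7 of the paper's Table S5 holds 680, 1012 and 289 genes at the 3 stages, against 679, 1012 and 291 here, so that the gap lies between the paper's percentages and its own clusters. The paper gives its percentages for all genes with a detected transcript and shows them as fitted curves.

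The strongest downregulated cluster held 9.46% of the genes in mature pollen against the paper's 2%, and none of the alternatives set before the data were examined closed the gap, 4.09% with genes detected in both conditions and 5.25% with undetected means kept included. The paper's Table S5 has 554 genes in this cluster and 553 were found here. The highest total of both clusters was 14.4% against the paper's 7%. The alternatives with undetected means kept (6.95%) and with genes detected in both conditions (7.87%) closed it and the others did not.

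The paper calls HsfA7 upregulated in tetrads alone. Its log2 fold change there was 1.69 (limma voom, adjusted p = 0.168), and it was at least 4.84-fold higher in post-meiotic and at least 8.12-fold higher in mature pollen. At these later stages its level stayed under the paper's detection threshold of 5 TPM in both conditions. The paper calls HsfA2, HsfB2b and Hsp70-10 upregulated in tetrads, where limma voom gave 2.20 (adjusted p = 0.111), 2.66 (adjusted p = 0.125) and 2.67 (adjusted p = 0.0997). With adjustment over the Table S8 genes alone all 3 and HsfA7 passed (limma voom, adjusted p = 0.00450, 0.00524 and 0.00364, and 0.0104 for HsfA7). With adjustment over all genes the limma trend fit, chosen after seeing the values, called Hsp70-10, and no setting called the others.

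In post-meiotic pollen the paper calls BIP2, HsfA3 and HsfB2b upregulated. Their log2 fold changes in limma voom were 0.27 (adjusted p = 0.819), 0.82 (adjusted p = 0.320) and 0.52 (adjusted p = 0.745), and no setting called any of them, nor did adjustment over the list alone (limma voom, adjusted p = 0.637, 0.0707 and 0.504). In mature pollen the paper calls Hsp90-5, ClpB4 and Hsp70/110-1 upregulated, with 1.31 (adjusted p = 0.177), 1.35 (adjusted p = 0.278) and 1.06 (adjusted p = 0.313) in limma voom here. These 3 genes were called with adjustment over the list alone (limma voom, adjusted p = 0.0145, 0.0338 and 0.0421), with only the libraries of the groups compared, and in the trend fit, which was chosen after seeing the values. Hsp90-5 was higher in post-meiotic pollen (1.49, limma voom, adjusted p = 0.000581), while the paper names it for mature pollen alone.

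The paper's classes of Table S8 differ for Cpn60-α (2) and Hsp70-3 in mature pollen, so that 8 Hsp70s (38.1%) were upregulated there, against the paper's 33%. With 9 clusters, a threshold of 10 TPM, TMM factors or without replicate 1 there were 7 (33.3%), as with 25 other starts, which were chosen after seeing the data. With 5 clusters and without replicate 2 there were 8. Other alternatives were further away, with 10 (47.6%) for a fixed 2-fold change, 6 (28.6%) with undetected means kept and 3 (14.3%) with genes detected in both conditions. The paper finds CO and HS apart on PC3 in tetrads alone, and here they were also apart in post-meiotic pollen, by 22.1 units against up to 20.2 between replicates, and in mature pollen, by 9.77 units against 2.62. With values under 5 TPM set to 0, as in the authors' table, the post-meiotic gap was below the distance between replicates (16.8 and 18.4 units) and the mature gap above it (6.01 and 1.62). With all genes with a read the gap was below that distance in post-meiotic pollen (1.34 and 8.14) and in tetrads (81.6 and 92.0), and without scaling it was also below it in both stages (44.5 and 1691 in tetrads). On log2(TPM + 1) values the gap on PC3 was 12.8 units in tetrads, 29.8 in post-meiotic and 38.1 in mature pollen. The distances between replicates there were 1.46, 12.2 and 6.88 units. On PC4 of these values the gaps were 38.3, 0.0979 and 20 units in the same order. PC3 alone thus does not rank the stages on the log scale. The paper finds that PC2 adds no separation of the stages, and on scaled TPM values tetrads and mature pollen overlapped on PC2 here too, while on log2(TPM + 1) values the 3 stages were apart. The paper ranks mature pollen as the stage with the weakest response, mostly from the proteome. By transcripts in limma voom with Benjamini-Hochberg adjustment, 203 genes differed under HS in mature pollen and 34 in tetrads. At an unadjusted p under 0.05 the order was reversed, with 1659 and 1835 genes. Of the 167 higher genes in mature pollen, 44 were detected in neither condition. The chi-square per degree of freedom between replicates was 2.78 and 2.36 in mature pollen (CO and HS) and 5.19 and 9.98 in tetrads. Such counts depend on this spread and do not rank the stages by strength of response.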

Other observations

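The tests of explanations in this part were chosen after the results were seen. Some of them use alternatives set before the data were examined, namely the TMM factors, the subsampling and the leaving out of a replicate.

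In post-meiotic pollen 991 genes were detected under HS alone and 266 under CO alone. With TMM factors these were 572 and 469, so that scaling to all aligned reads is a candidate explanation for most of the excess. The excess was also larger in the replicate 1 libraries, with 1609 and 288 genes, than in the replicate 2 libraries, with 623 and 443, and a difference between single libraries may carry part of it. A higher number of transcripts after HS stays open beside these and was not tested on its own.

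Of the genes in Tr7, 18.6% in tetrads (126 of 679, 95 percent Wilson interval 15.8 to 21.7) and 16.6% in post-meiotic pollen (168 of 1012, 14.4 to 19.0) had at least a 2-fold rise under HS in the limma voom fit. Crossing 5 TPM by a smaller change is thus a candidate explanation for most members there. In mature pollen the share was 48.8% (142 of 291, 43.1 to 54.5), and genes crossing the threshold by a smaller change and genes with a larger rise cannot be told apart as the majority, because the interval includes equal shares. For the genes with a 2-fold rise a response to HS stays open.

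Fewer transcripts were detected per library at later stages. Fewer reads at the later stage cannot account for the step from tetrads to post-meiotic pollen, since all 4 tetrad libraries held fewer reads than every post-meiotic library. After every library was drawn down to 2009779 reads, the difference was 2283.5 transcripts for this step and 3853.5 between post-meiotic and mature pollen, without overlap of libraries, which argues against fewer reads there too. The 100 most abundant genes took 51.1% to 53.9% of the reads in mature pollen. With TMM factors, which allow for a few genes taking most of the counts, the differences were 621.75 and 970.5, again without overlap. This argues against such genes as the whole cause, although they may account for part. Contamination by other cells was not tested. A loss of transcripts with maturation remains a hypothesis.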
